# Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair

**DOI:** 10.1186/s13287-019-1541-1

**Published:** 2020-01-08

**Authors:** Sa Xiao, Yan Zhang

**Keywords:** Lacrimal gland stem cell, Dry eye disease, 3D culture, Serum-free, Stem cell therapy

## Abstract

**Background:**

Aqueous-deficient dry eye disease (ADDED) resulting from dysfunction of the lacrimal gland (LG) is currently incurable. Although LG stem/progenitor cell-based therapy is considered to be a promising strategy for ADDED patients, the lack of a reliable serum-free culture method to obtain enough lacrimal gland stem cells (LGSCs) and the basic standard of LGSC transplantation are obstacles for further research.

**Methods:**

Adult mouse LGSCs were cultured in Matrigel-based 3D culture under serum-free culture condition, which contained EGF, FGF10, Wnt3A, and Y-27632. LGSCs were continuously passaged over 40 times every 7 days, and the morphology and cell numbers were recorded. LGSCs were induced to differentiate to ductal cells by reducing Matrigel rigidity, while fetal bovine serum was used for the induction of acinar cells. RT-PCR or qRT-PCR analysis, RNA-sequence analysis, H&E staining, and immunofluorescence were used for characterization and examining the differentiation of LGSCs. LGSCs were allotransplanted into diseased LGs to examine the ability of repairing the damage. The condition of eye orbits was recorded using a camera, the tear production was measured using phenol red-impregnated cotton threads, and the engraftments of LGSCs were examined by immunohistochemistry.

**Results:**

We established an efficient 3D serum-free culture for adult mouse LGSCs, in which LGSCs could be continuously passaged for long-term expansion. LGSCs cultured from both the healthy and ADDED mouse LGs expressed stem/progenitor cell markers Krt14, Krt5, P63, and nestin, had the potential to differentiate into acinar or ductal-like cells in vitro and could engraft into diseased LGs and relieve symptoms of ADDED after orthotopic injection of LGSCs.

**Conclusion:**

We successfully established an efficient serum-free culture for adult mouse LGSCs aiming at LG repair for the first time. Our approach provides an excellent theoretical and technical reference for future clinical research for ADDED stem cell therapy.

## Background

The lacrimal gland (LG) plays an indispensable role in maintaining a homeostatic microenvironment for the ocular surface. It can produce the aqueous layer component of the tear film to lubricate the ocular surface and protect the epithelia of the cornea and conjunctiva from environmental harm. Aqueous-deficient dry eye disease (ADDED) is caused by the lack of tear secretion resulting from dysfunction or degeneration of the lacrimal gland, such as Sjogren’s syndrome (SjS). ADDED can lead to severe symptoms, including inflammation of the eyes, damage to the corneal epithelia, and loss of vision, which affect the quality of daily life of millions of people.

Currently, the prevalence of dry eye disease (DED) ranges from about 5 to 30% in various age populations [1], and about 50% of DED patients have aqueous deficiency [2]. The treatment options for DED include artificial tears or drug stimulation of tear secretion, which can achieve lubrication of the dry ocular surface. Nevertheless, all these treatments cannot cure DED and only provide temporary relief of the symptoms. Hence, there is an urgent need for developing a new treatment to cure ADDED to improve the life quality of the patients.

Stem/progenitor cell-based therapies are considered alternative approaches for treating incurable diseases [3]. In exocrine glands, stem cells have been shown to be viable for regenerating or repairing damage, such as in the pancreas [4], salivary gland [5, 6], and mammary gland [7]. LG stem cells are the source of acinar and ductal cells, which could be used to repair the severe inflammatory damage induced by interleukin-1α (IL-1α) [8].

Recently, some researchers have demonstrated that c-kit^+^dim/EpCAM^+^/Sca1^−^/CD34^−^/CD45^−^ cells directly sorted from adult mouse LGs (efficiency of 2.2–2.7%) via fluorescence-activated cell sorting (FACS) have the characteristic of LG progenitor cells, named epithelial cell progenitors (EPCPs). EPCPs have shown engraftment ability and have improved the structure and function of a diseased LG after injection into the LG of *TSP-1*^*−/−*^ mice with human Sjogren’s syndrome [9]. Due to the low efficiency of FACS, a massive number of LG cells are needed to sort out EPCPs. In addition, there are few reports on serum-free culture for LG cells aiming at clinical use. Therefore, obtaining enough cells for therapeutic application is an enormous challenge, and developing a new strategy with high efficiency for LG stem/progenitor cell isolation and culture is needed.

In this study, we established an adult lacrimal gland stem cell (LGSC) culture via optimizing the serum-free culture medium and using a 3D culture strategy. The LGSCs directly cultured from both healthy and ADDED LGs showed the robust capacity of self-renewal and proliferation, engraftment into the ADDED mouse LGs, and improvement of tear production. Our work provides a promising pathway for the allograft and autograft of LGSCs from patients in ADDED therapy studies.

## Methods

### Mice

C57BL/6 (6–8-week-old) mice from the Model Animal Research Center of Sun Yat-sen University were used for the LGSC culture and characterization. ROSA26^mT/mG^ mice and NOD/ShiLtJ mice were purchased from the Model Animal Research Center of Nanjing University and were bred in the Model Animal Research Center of Sun Yat-sen University. The ROSA-LGSC donor cells were obtained from ROSA26^mT/mG^ mice. NOD/ShiLtJ mice were the recipients and were used for the NOD-LGSC culture.

### LGSC primary culture and maintenance

For the LGSC primary culture, 6–8-week-old mice were sacrificed. Then the LGs were cut into small fragments (about 1 mm^3^), treated with 25 U/ml Dispase (BD Biosciences) and 0.1% Collagenase I (Gibco) for 1 h at 37 °C. They were then treated with 0.05% trypsin (Sigma) for 10 min at 37 °C to dissociate into single cells by pipetting. A total of 1 × 10^4^ cells were seeded into 80 μl of Matrigel-Lacrimal gland stem cell medium (LGSCM) matrix (Matrigel: LGSCM = 1:1) in each well of a 24-well plate. The well was pre-coated with 20 μl Matrigel-LGSCM matrix. After incubation for 20 min at 37 °C, the mix was solidified and then 600 μl LGSCM was added, which contained DMEM/F12 (1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F-12) (Sigma), 1× N2 (Gibco), 1× B27 (Gibco), 2 mM L-glutaMAX (Gibco), 0.1 mM NEAA (non-essential amino acids, Gibco), 50 ng/ml murine epidermal growth factor (EGF) (PeproTech), 100 ng/ml fibroblast growth factor (FGF)10 (PeproTech), Wnt3A 10 ng/ml (PeproTech), and 10 μM Y-27632 (Selleck).

For LGSC maintenance and passage, LGSC spheres cultured for 7 days were released by incubation in 10 U/ml Dispase for 1 h at 37 °C. They were then treated with 0.05% trypsin for 5 min at 37 °C to dissociate single cells, and the single cells were planted as in the method for a primary culture.

### Measurement of LGSC spheres

To measure the diameter of LGSC spheres in different conditions, five fields of LGSC spheres under a microscope were obtained randomly in each condition. Then the diameters of all the spheres were measured with NIS-Element software (Nikon).

### LGSC differentiation

For LGSC differentiation, three procedures were performed. First, the culture time of LGSCs was elongated from 7 to 14 days without changing the medium or the rigidity of the Matrigel-LGSCM matrix (1:1) for the random differentiation. Then, the ratio of the Matrigel-LGSCM matrix was reduced from 1:1 to 1:2 for the differentiation of ductal cells. When the LGSCs were seeded into the matrix, the induction was continued for 14 days. Finally, 10% FBS (Hyclone) was added into the LGSCM for the differentiation of acinar cells from the beginning of the passage, and the induction also lasted 14 days.

### LGSC transplantation

The NOD/ShiLtJ mice that were more than 12 weeks old were appropriate for LGSC orthotopic injection. The LGSC spheres cultured for 7 or 14 days and passaged at least five times were digested into single cells with 0.05% trypsin for 5 min at 37 °C. They were then resuspended with DMEM/F12 at a density of 2 × 10^6^ cells/ml. After being anesthetized, approximately 2 × 10^4^ cells were injected into the LG of the recipients by glass capillary with an internal diameter of 100–150 μm, and the vehicle (DMEM/F12) was injected into the contralateral LGs as control. The analysis of LGSC engraftment was performed at 8 weeks after injection.

### Quantification of LGSC engraftment and ratio of lymphatic infiltration

The Image-Pro Plus software was used for quantification of LGSC engraftment and ratio of lymphatic infiltration. The positive areas of LGSC engraftment were selected and divided by the total cell areas, and the result was the engraftment efficiency. The ratio of lymphatic infiltration was quantified by the same method.

### Measurement of tear secretion volume

The tear secretion volume was measured with home-made phenol red-impregnated cotton threads, which were similar to the threads described in a previous study [8, 9]. The threads were put at the canthus without touching the ocular surface of the anesthetized mice for 10 s. The length of the thread, which turned red after wetting with tears, was measured as the tear volume.

### Flow cytometry

The LGSC spheres were digested into single cells with 0.05% trypsin for 5 min at 37 °C and were then fixed in 4%PFA for 10 min. The single cells were treated with blocking buffer (PBS, 10% normal non-immune goat serum and 0.01% Triton) for 30 min and were then incubated with diluted primary antibodies Anti-Krt14 (conjugated with FITC, 1:10, Abcam) for 30 min at 4 °C. Finally, the stained cells were measured with a FACS LSR-II Flow Cytometer (BD). The control was an isotype.

### Immunostaining

The tissues and LGSC spheres were fixed in 4% paraformaldehyde (PFA) for 24 h. Both paraffin and frozen sections were prepared for immunofluorescence (IF), while only paraffin sections were used for immunohistochemistry (IHC). Before incubating the primary antibodies, paraffin sections were dewaxed and boiled in 10 mM citric acid retrieval buffer (pH 6.0) for 17 min. For IF staining, the primary antibodies (Additional file 1: Table S1) were diluted in blocking buffer (PBS, 10% normal non-immune goat serum and 0.01% Triton) and incubated at room temperature for 2 h. Then the sections were treated with the secondary antibodies for 1 h at room temperature in the darkroom. The secondary antibodies are provided in Additional file 1: Table S2. Nuclear staining was performed with DAPI (Sigma-Aldrich) for 5 min. For IHC staining, the sections were treated with secondary antibodies and conjugated with horseradish peroxidase (HRP) and 3,3′-diaminobenzidine (Maxin Biotechnologies). Nuclear staining was performed with hematoxylin.

### Hematoxylin and eosin staining

The paraffin sections were dewaxed and washed in PBS and then were treated with hematoxylin for 5 min and washed in flow water for 10 min. They were then stained with eosin for 1 min and dehydrated in the ethanol and xylene.

### RT-PCR and qRT-PCR

Total RNA was extracted using Trizol reagent (Invitrogen). We then performed reverse transcription using a ReverTra Ace® qPCR RT Master Mix (Toyobo) for first-strand cDNA. PCR was performed using rTaq (Takara) with the reaction conditions according to the manufacturer’s recommendations: initial hold at 94 °C for 5 min and then 35 cycles at 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 60 s. In addition, the qRT-PCR was performed using a LightCycler 480 SYBR Green Master I Mix (Roche). According to the manufacturer’s recommendations, the program was as follows: initial hold at 95 °C for 5 min and then 40 cycles at 95 °C for 10 s, 60 °C for 20 s, and 72 °C for 20 s. All the primers are listed in Additional file 2: Table S3.

### RNA sequence

Total RNA of LGSCs, embryonic LGs, and LGs were extracted using Trizol reagent (Invitrogen). cDNA libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) and the quality of the cDNA libraries were assessed on the Agilent Bioanalyzer 2100 system. 

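The tissue libraries analysed here were 3 of adult lacrimal gland (LG), 3 of embryonic LG at E17.5 and 3 at E19.5, where E gives the embryonic day. The authors deposited 1 value per gene and library, read here as FPKM (fragments scaled to gene length and a library scale). The paper's text does not name the step from counts to FPKM, the aligner or the genome build. The low FPKM values of a gene are whole multiples of what 1 read is worth, so that reads could be recovered from the values. They numbered 6434256, 8139339 and 8413696 in the adult libraries, between 7558392 and 9256988 at E17.5 with a median of 7757824, and between 8782991 and 9145710 at E19.5 with a median of 8794244. In the adult libraries the 10 most abundant genes took 60.4%, 59.6% and 31.3% of the recovered reads, against at most 8.1% in any embryonic library. The scale of the deposited values differed from the recovered total, and the reads were 2.667, 2.567 and 1.103 times the scale in the 3 adult libraries. Over genes above 0 in all 20 culture and tissue libraries that share a gene list, the median ratio of a library to their mean was 0.998 to 1.044. The deposited values were thus already level between libraries at the median gene. All 9 libraries entered one limma fit on log2(FPKM + 1), which covered the 18578 genes with a mean of at least 0.5 FPKM. Between E17.5 and adult LG, 10039 genes had a Benjamini-Hochberg adjusted p-value under 0.05, 5405 higher and 4634 lower at E17.5. Scaled to each library's own recovered reads, 8450 genes were higher and 1913 lower. That scaling gives up the level at the median gene, as the median log2 fold change of all genes moved from 0.12 to 0.64. Between E19.5 and adult LG, 10077 genes passed, 5637 higher and 4440 lower at E19.5, and under the other scaling 8054 were higher and 1842 lower. The values of the 2 groups did not overlap for 11052 genes (59.5%) at E17.5 and 10920 genes (58.8%) at E19.5, against 10% by chance. The counts moved most when only genes with at least 10 recovered reads in every library were kept, a filter applied to these reads after seeing the data, to 4253 and 4324 of the 7449 genes left. The share that passed was 57.1% and 58.0%, against 54.0% and 54.2% of all 18578 genes. This filter removes genes with few reads in adult LG and so depends on the change itself, so the shares cannot tell why the counts fell. Under it 2052 genes were higher and 2201 lower at E17.5, and 2250 higher and 2074 lower at E19.5. Log2 fold changes on this scale understate the change of genes with low FPKM. Among passing genes with non-overlapping groups and a mean of at least 1 FPKM, the 5 largest rises at E17.5 were H19 (log2 fold change 9.82), Agtr2 (9.18), Dlk1 (8.31), Igf2 (7.65) and Ptn (7.51). At E19.5 they were H19 (10.02), Agtr2 (8.70), 2610528A11Rik (8.37), Dlk1 (8.15) and Igf2 (7.67). The 5 largest falls at E17.5 were Mucl2 (−16.87), Scgb2b2 (−16.47), Scgb1b7 (−15.53), Scgb1b3 (−14.48) and Gm5938 (−13.68). At E19.5 they were Mucl2 (−18.35), Scgb1b7 (−16.49), Scgb1b3 (−15.34), Scgb2b2 (−14.72) and Gm5938 (−14.37). The Scgb genes belong to a family of near-identical copies whose reads the authors' counting could have split. The adult libraries also differed from each other in markers of sex, which the fit did not take into account.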

The RNA sequence was performed on an Illumina platform by Novogene (Beijing, China) and 150-bp paired-end reads were generated. CASAVA was used for basecalls and featuerCounts (1.5.0-p3) was used for estimating the abundances. The differential expression analyses were performed by DESeq2 R package (1.16.1). Gene Ontology (GO) and KEGG enrichment analyses were implemented by the clusterProfiler R package. 

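Table S4 of the paper, on LGSCs at day 7 and day 14, holds 110 genes, 54 of them higher at day 7 and 56 higher at day 14 by the paper's count test. The paper's normalized counts in that list can be set against the reads recovered from the deposited values. Over 219 mean values, the paper's normalized count was 0.984 times the recovered reads at the median, with 90% of the ratios, from the 5th to the 95th percentile, between 0.965 and 0.988. Of the 110 genes, 104 had a mean of at least 0.5 FPKM over the day 7 and day 14 libraries and were compared with limma on log2(FPKM + 1). All 104 had the direction of the paper's list. None of the 104 had an adjusted p-value under 0.05 over all genes compared, and 99 had an unadjusted p-value under 0.05. Adjusted over the list alone, 97 passed 0.05, and the values of the 3 day 7 and the 3 day 14 libraries did not overlap for 107 of the 110 genes. The list was chosen by the authors on these same libraries, so neither count shows stability, nor does the shared direction, and the 10% of genes that chance gives for unselected genes is no comparison. With the replicate number as a block, because same-numbered libraries deviated together (r = 0.37), again 0 of the 104 genes passed over all genes, 102 had an unadjusted p-value under 0.05 and 101 passed over the list alone. The alternative that moved the count of passing genes most was limma-voom on the recovered reads with the replicate block, chosen after seeing the data, with 60 genes called in the paper's direction.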

The data of differential gene expression analysis between LGSCs day 7 and day 14 are shown in Additional file 3: Table S4.

### Image analysis

Immunofluorescence images from LGSC-sphere sections were acquired with a Nikon microscope (Nikon). Immunohistochemistry images from tissue and LGSC-sphere sections and images of the LGSCs were acquired with an Olympus microscope (Olympus).

### Statistical analysis

All values were presented as the mean ± SEM. The statistical analysis was performed using GraphPad Prism 5 software. An unpaired two-tailed Student’s *t* test was used to determine *P* values for statistical significance.

## Results

### Isolation and characterization of LGSCs

To obtain adult mouse LGSCs, we established a Matrigel-based 3D serum-free culture supplemented with LGSCM (Fig. 1a) that we optimized. After the 7-day primary culture, the single cells formed spheres with most having a > 100 μm diameter (Fig. 1b, c). The LGSCM mainly contained epidermal growth factor (EGF), fibroblast growth factor (FGF)10, canonical Wnt signaling protein (Wnt3A), and the Rho-associated protein kinase (ROCK) inhibitor, Y-27632. In the primary culture, either cell numbers or diameters of the spheres were significantly decreased in the absence of EGF, Y-27632, or FGF10, respectively (Additional file 4: Figure S1 A–C), whereas there was no obvious change in the absence of Wnt3A. However, in the passage culture, a significant reduction of cell numbers or diameters of the spheres was shown in the absence of Wnt3A, compared to the LGSCM condition (Additional file 4: Figure S1 D–F), and the spheres that formed in the condition of withdrawing EGF, Y-27632, or FGF10 could not be subcultured (data not shown). These results suggested that EGF, FGF10, and Y-27632 were essential for the culture of LGSCs, and Wnt3A was also necessary for the passage culture and cell sustainable growth.

**Fig. 1:**
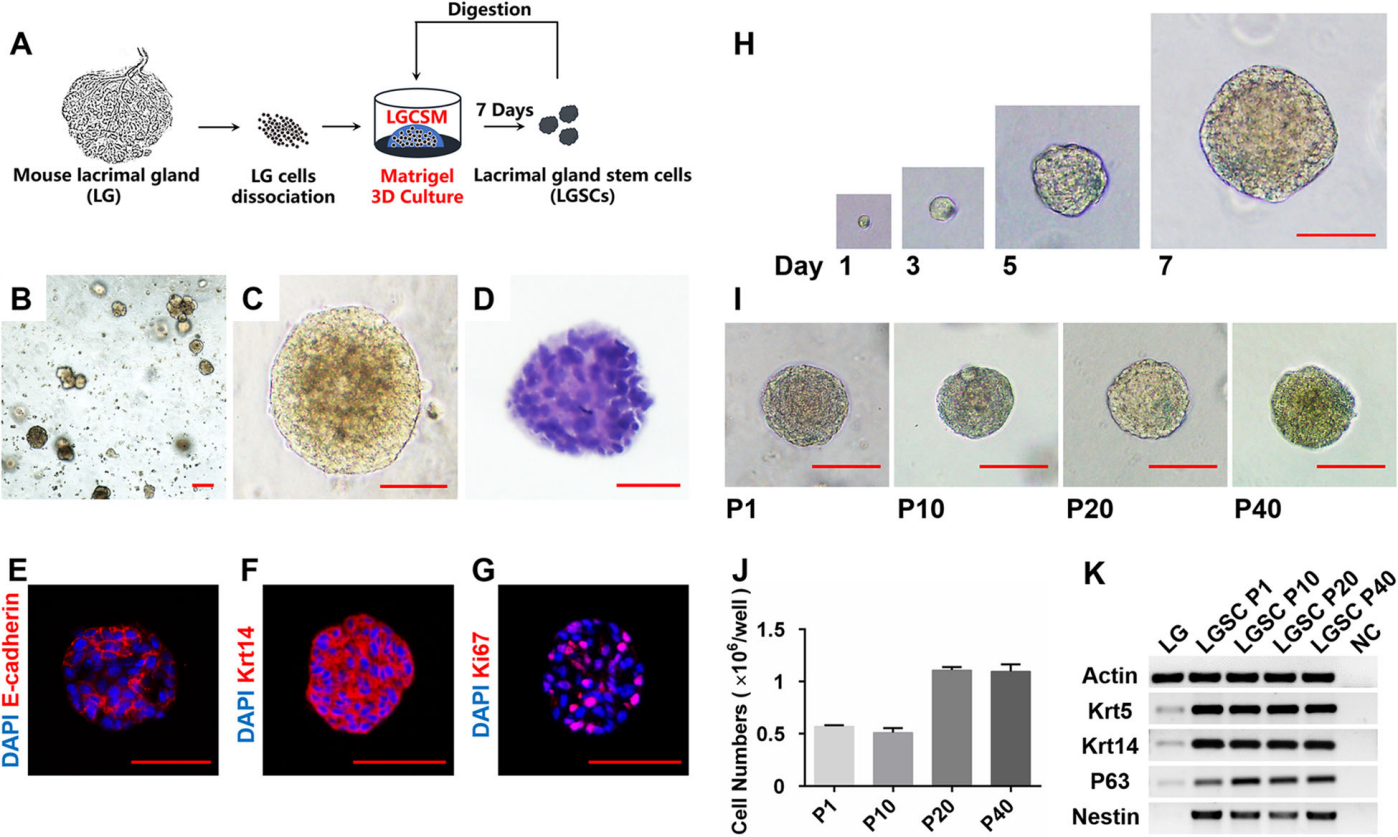
Isolation and characterization of lacrimal gland stem cells (LGSGs). **a** The strategy of LGSG primary and continuous passage culture. **b**, **c** The morphology of LGSCs in primary culture at day 7; scale bar, **b** 200 μm, **c** 100 μm. **d** Hematoxylin and eosin staining of LGSCs at day 7; scale bar, 50 μm. **e–g** Immunofluorescent staining of LGSCs at day 7. **e** LGSCs express epithelial cell marker E-cadherin (red), scale bar, 50 μm; **f** LGSCs express stem cell marker Krt14 (red), scale bar, 50 μm; **g** LGSCs express proliferative cell marker Ki67 (red), scale bar, 50 μm. Counterstain, DAPI (4′,6-diamidino-2-phenylindole, blue). **h, i** The morphology of LGSCs in continuous passage culture. **h** LGSGs cultured for 1, 3, 5, and 7 days, scale bar, 100 μm; **i** LGSCs cultured in different passages (P1, P10, P20, and P40), scale bar, 100 μm. **j** The cell numbers of LGSCs cultured for 7 days in different passages (P1, P10, P20, and P40). The cells were seeded at 1 × 10^4^ cells per well (24-well plate). The experiments were performed three times and the average cell number is shown in the graph. **k** Transcriptional expression of adult stem/progenitor cell markers of the mouse LG and different passage LGSCs (P1, P10, P20, and P40). LG, lacrimal gland; NC, negative control

Hematoxylin and eosin (H&E) staining and IF analysis showed that the spheres obtained from the 3D serum-free culture were solid (Fig. 1d) and all of the spheroid cells expressed the epithelial cell markers [9, 10], E-cadherin (Fig. 1e) and Epcam (Additional file 5: Figure S2 A), while endothelial cell marker VEGFR2 or fibroblast marker FAP-α could not be detected (Additional file 5: Figure S2 A), suggesting that the spheroid cells were epithelia rather than endothelial cells or fibroblasts. Previous studies indicated that Krt14 is the marker for stem/progenitor cells of secretory glands [11–13]. In the adult mouse LG, the basal cells of ducts and myoepithelial cells express keratin (Krt)14, suggesting that these cells might have the characteristics of lacrimal gland stem cells (LGSCs; [14]. In the present study, we found that all the spheroid cells highly expressed Krt14 (Fig. 1f), while over half of the spheroid cells expressed Ki67 (Fig. 1g), a marker for proliferation [15]. These data suggested the cells we obtained were the stem cells of the adult LG with robust self-renewal and proliferation capacity. Hence, we presumed that the spheres were composed of LG stem cells, named LGSC spheres.

As the long-term in vitro expansion of LGSCs has been an unsolved problem, we attempted to continuously passage LGSCs under serum-free culture condition. When the diameter of the spheres reached approximately 100 μm, the spheroid cells were passaged. LGSC spheres were digested enzymatically into single cells and seeded into 24-well plates at a density of 1 × 10^4^ cells/well every 7 days (Fig. 1a, h). Our results showed that LGSC spheres could be passaged at least 40 times and they maintained morphology as well as a high growth rate (Fig. 1i, j).

Keratin (Krt)5 could form heterodimers with Krt14, also known as a stem cell marker [16–18]. In addition, nestin and P63 are also used as gland stem/progenitor cell markers [17, 19, 20]. In this study, we detected stem cell markers in the LGSC spheres in different passage numbers and found that LGSC spheres in different passages constantly highly expressed Krt14 and Krt5 (Fig. 1k). In addition, nestin and P63 were also detected in LGSC spheres (Fig. 1k). These results indicated that LGSC spheres maintained the stem cell characteristics during the long-term in vitro expansion and gave further support to our hypothesis that LGSC spheres were composed of LGSCs.

### LGSCs differentiate into acinar and ductal cells in vitro

Matrigel-based 3D culture has been reported to cultivate organoids from different epithelial tissues, such as the pancreas [21], mammary gland [22], and salivary gland [23, 24]. These organoids were tissue/organ-specific mini-organs containing stem cells and cells in differentiation stages. An appropriate 3D culture condition could provide the desired microenvironment for maintaining stem cell characteristics or promoting differentiation [25].

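LGSC spheres are clusters of cells grown in Matrigel from single LG cells. The libraries analysed here were of passage 2 LGSC spheres, 2 at day 5 of culture and 3 each at days 7, 10 and 14. The paper gives n = 3 at each day, and replicate 3 of day 5 was not analysed here. Each library listed 63862 genes, 52636 by Ensembl identifier and 11226 under names of assembled loci. Gene symbols and positions were taken from GENCODE M21, which covered 52403 of the identifiers. Between 93.2% and 93.5% of the genes with up to 1000 reads in each LGSC library came out within 0.01 of a whole number of reads. The reads recovered in this way were 7655344 and 8024673 at day 5, 7645605 to 7833161 (median 7808375) at day 7, 7360565 to 7766091 (median 7509092) at day 10 and 7200279 to 7896382 (median 7405334) at day 14. Between day 7 and day 14, 0 of 15744 genes had an adjusted p-value under 0.05 by limma, the smallest being 0.335, and 1557 genes (9.89%) had an unadjusted p-value under 0.05. The values of the 2 days did not overlap for 2736 genes (17.4%), against 10% by chance. Libraries with the same replicate number deviated together from the mean of their day, with a correlation across genes of 0.37 on average (0.26 to 0.60) for days 7 and 14, against −0.17 for libraries with different numbers. With the replicate block 0 genes passed as well, the smallest adjusted p-value was 0.225, and 2044 genes had an unadjusted p-value under 0.05. The count moved most, to 119 genes (63 higher and 56 lower at day 14), with limma-voom on the recovered reads and the replicate block, chosen after seeing the data. A linear slope per culture day was also fitted over all 11 libraries. Of 15584 genes, 334 had a slope with an adjusted p-value under 0.05, 101 rising and 233 falling, and 2965 (19.0%) had an unadjusted p-value under 0.05. Over the 4 days the correlation of same-numbered libraries was 0.46, and with the replicate block 783 genes passed, 330 rising and 453 falling, which included all 334. Over days 7, 10 and 14 alone, without the block, 0 genes passed, with 1833 of 15688 genes at an unadjusted p-value under 0.05.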

For analyzing the dynamic transcription alteration during 3D culture, LGSC spheres cultured for different times were collected for transcriptional analysis. The heatmaps of RNA-sequence analysis showed that gland development and differentiation-related genes were upregulated as elongating culture times, while cell division genes were downregulated (Fig. 2a, b). 

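All 25 genes of the heatmap of cell division genes (Fig. 2a) and all 14 of the heatmap of differentiation and gland development genes (Fig. 2b) are in Table S4. Table S4 was made on these same day 7 and day 14 libraries, and the paper does not say how the heatmap genes were chosen. Their direction, their separation and their count over the list alone therefore show no stability, and the slope shares these libraries. All 25 genes of Fig. 2a had lower FPKM at day 14 than at day 7, with a median log2 fold change of −1.26 (range −1.82 to −0.82). The mean over libraries fell at each step from day 5 to day 7, day 10 and day 14 for all 25 genes, and every day 14 library was below every day 7 library for all 25. Over all genes compared, the adjusted p-values of the 25 lay between 0.410 and 0.444 by limma, and between 0.225 and 0.292 with the replicate block, so 0 passed 0.05 although all 25 had an unadjusted p-value under 0.05. Adjusted over the list alone, all 25 passed with and without the block. In the slope over culture days all 25 passed over all genes, at −0.264 to −0.115 log2 units per day without the block and at −0.250 to −0.111 with it, where same-numbered libraries correlated at 0.46. In fits with no block this depended on the libraries, as 1 of the 25 passed without day 5 replicate 1 and 3 without day 14 replicate 3. No slope fit with the block left out a library. The other fits that each left out 1 library kept 15 to 25 of them. With no filter on low FPKM 14 passed, and over days 7, 10 and 14 alone 0 did, both with no block. The slope was negative for each tested gene in every alternative. Plk1 (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873 in GENCODE M21), a mitotic kinase gene, had 78.2 ± 0.932 FPKM (SD, n = 2) at day 5, 54.9 ± 23.3 (n = 3) at day 7, 36.7 ± 19.7 at day 10 and 14.5 ± 2.15 at day 14. Its log2 fold change from day 7 to day 14 was −1.78 (standard error 0.30, adjusted p = 0.410), and its slope was −0.257 per day (standard error 0.037, adjusted p = 0.0110). Cdc20 had mean values of 195, 141, 95.3 and 36.9 FPKM at the 4 days, with the lowest log2 fold change of the list. Of the 14 genes of Fig. 2b, 11 had a mean of at least 0.5 FPKM. All 11 were higher at day 14, with a median log2 fold change of 1.51 (range 0.92 to 2.14). All 14 had their highest mean at day 14, and the mean rose at each step for 11 of them, the exceptions being Dhrs3, Dmrta1 and Dcn. For 12 of the 14, every day 14 library was above every day 7 library. Adjusted p-values over all genes were 0.335 to 0.532 without the block and 0.225 to 0.381 with it, and 0 of the 11 passed, while 10 and 11 of them had an unadjusted p-value under 0.05. Adjusted over the list alone, 10 passed without the block and 11 with it. The slope over culture days passed for 6 of 10 genes without the block and for 8 of 10 with it. In fits with no block it passed for 1 gene without day 5 replicate 1 and for 2 of 9 without day 14 replicate 3. Over days 7, 10 and 14 alone, also with no block, it passed for 0. Serpinb6b (ENSMUSG00000042842, chromosome 13, 32965209 to 32979067) had 3.94 ± 0.505 FPKM (SD, n = 2) at day 5, 5.02 ± 1.26 (n = 3) at day 7, 9.37 ± 2.82 at day 10 and 14.2 ± 1.51 at day 14. Its log2 fold change was 1.35 (standard error 0.20, adjusted p = 0.335), and its slope was 0.187 per day (standard error 0.025, adjusted p = 0.00906). Limma-voom on the recovered reads with the block, chosen after seeing the data, moved the counts of passing genes between day 7 and day 14 most, to 20 of the cell division genes and 7 of the differentiation genes. Of the cell division genes 1, and of the differentiation genes 4, were listed in the day 7 libraries at a mean under 0.1 of their FPKM in the 1 library of passage 10.

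**Figure D1:**
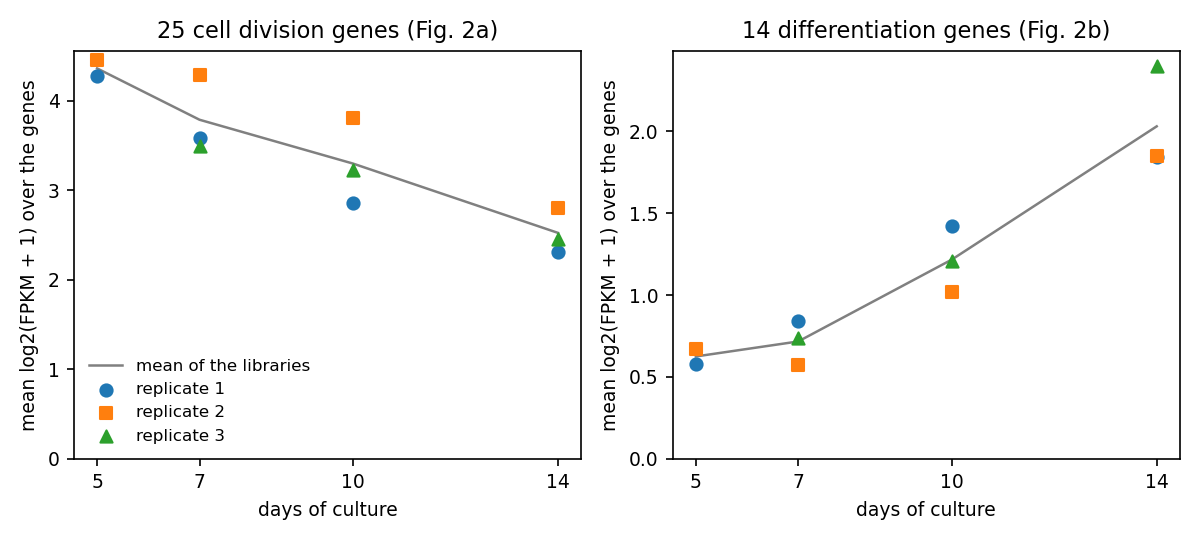
Mean log2(FPKM + 1) over the 25 cell division genes of Fig. 2a (left) and the 14 differentiation genes of Fig. 2b (right) in each LGSC library, against days of culture. Markers give the replicate number (circle 1, square 2, triangle 3) and the grey line joins the mean of each day. The cell division genes lie between 4.27 and 4.45 at day 5 and between 2.31 and 2.80 at day 14, and the differentiation genes between 0.58 and 0.67 at day 5 and between 1.84 and 2.40 at day 14.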

The data from qRT-PCR also confirmed these results. Expressions of acinar marker aquaporin (AQP)5, ductal marker keratin (Krt)19, and lacrimal secretory protein lactotransferrin (Ltf) [26], were significantly upregulated in LGSC spheres cultured for 14 days compared to LGSC spheres cultured for 5 and 7 days, while expression of stem cell maker Krt14 was significantly downregulated in elongating culture times (Fig. 2c). Furthermore, IF analysis demonstrated that the cells expressing Krt14 and Ki67 were significantly decreased and mostly located in the outer layers of LGSC spheres, while a few cells expressing Krt19 arose from the inner layers of LGSC spheres (Fig. 2d). Hence, these results suggested that the proliferation of LGSC spheres gradually ceased when LGSC spheres differentiated into acinar or ductal cells.

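Lists of S phase and G2/M genes from the Seurat package, without the genes of the heatmaps, were tested between day 7 and day 14 with limma's camera in a family of 6 gene lists. The 28 S phase genes with enough FPKM had a median log2 fold change of −0.64, with 26 of 28 lower at day 14 (adjusted p = 2.4e-12, and 2.0e-13 with the replicate block, r = 0.37). The 24 G2/M genes had a median of −0.47, with 23 of 24 lower (adjusted p = 1.3e-10, and 3.4e-10 with the block). With the correlation between genes of a list estimated from the libraries in place of camera's preset value of 0.01, the adjusted p-value of both lists was 0.128, and 0.243 with the block. Mki67, which encodes Ki67, was listed at 0 in all 20 passage 2 and tissue libraries, as was Gapdh, a gene that every cell uses, so its change could not be measured. Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548 in GENCODE M21), the stem cell marker gene, had 11.7 ± 0.236 FPKM (SD, n = 2) at day 5, 11.3 ± 5.86 (n = 3) at day 7, 8.83 ± 6.00 at day 10 and 5.40 ± 2.50 at day 14. The log2 fold change of Krt14 from day 7 to day 14 was −0.91 (standard error 0.42, adjusted p = 0.522, and 0.289 with the block) and its slope was −0.122 per day (standard error 0.047, adjusted p = 0.189, and 0.0690 with the block), so neither passed over all genes, with unadjusted p-values of 0.0702 and 0.0243. The passage 10 library had 7070 FPKM of Krt14. Ltf (ENSMUSG00000032496, chromosome 9, 111019271 to 111042767), the gene of the secretory protein lactotransferrin, was listed at 0 in both day 5 libraries, at 0.0626, 0.0371 and 0.129 FPKM at day 7, at 0.721, 0.226 and 0.804 at day 10 and at 1.27, 2.18 and 3.21 at day 14. The log2 fold change of Ltf from day 7 to day 14 was 1.54 (standard error 0.24, adjusted p = 0.386, and 0.225 with the block), and its slope over culture days was 0.193 per day (standard error 0.026, adjusted p = 0.00906, and 0.00474 with the block). Ltf passed between day 7 and day 14 in 2 fits chosen after seeing the data, with all 4 days and the replicate block (adjusted p = 0.0489) and with limma-voom and the replicate block (adjusted p = 0.0348). Krt19, the ductal marker gene, had a mean under 0.5 FPKM and was not tested. Its libraries had 0.190 and 0 FPKM at day 5, 0.349, 0.0689 and 0.241 at day 7, 0.853, 0.0700 and 0.125 at day 10 and 1.03, 0.0606 and 0.714 at day 14. Aqp5, the acinar marker gene, was listed at 0 in all LGSC libraries of passage 2 except replicate 2 of day 10 (0.0779 FPKM) and replicate 2 of day 14 (0.270 FPKM). Ltf and Krt19 were listed in the day 7 libraries at a mean under 0.1 of their values in the passage 10 library, which were 407 and 124 FPKM. From the fall of cell division genes and the rise of differentiation genes with culture time, together with qRT-PCR and immunofluorescence, the paper proposes that proliferation of LGSC spheres gradually ceased as they differentiated into acinar or ductal cells.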

**Fig. 2:**
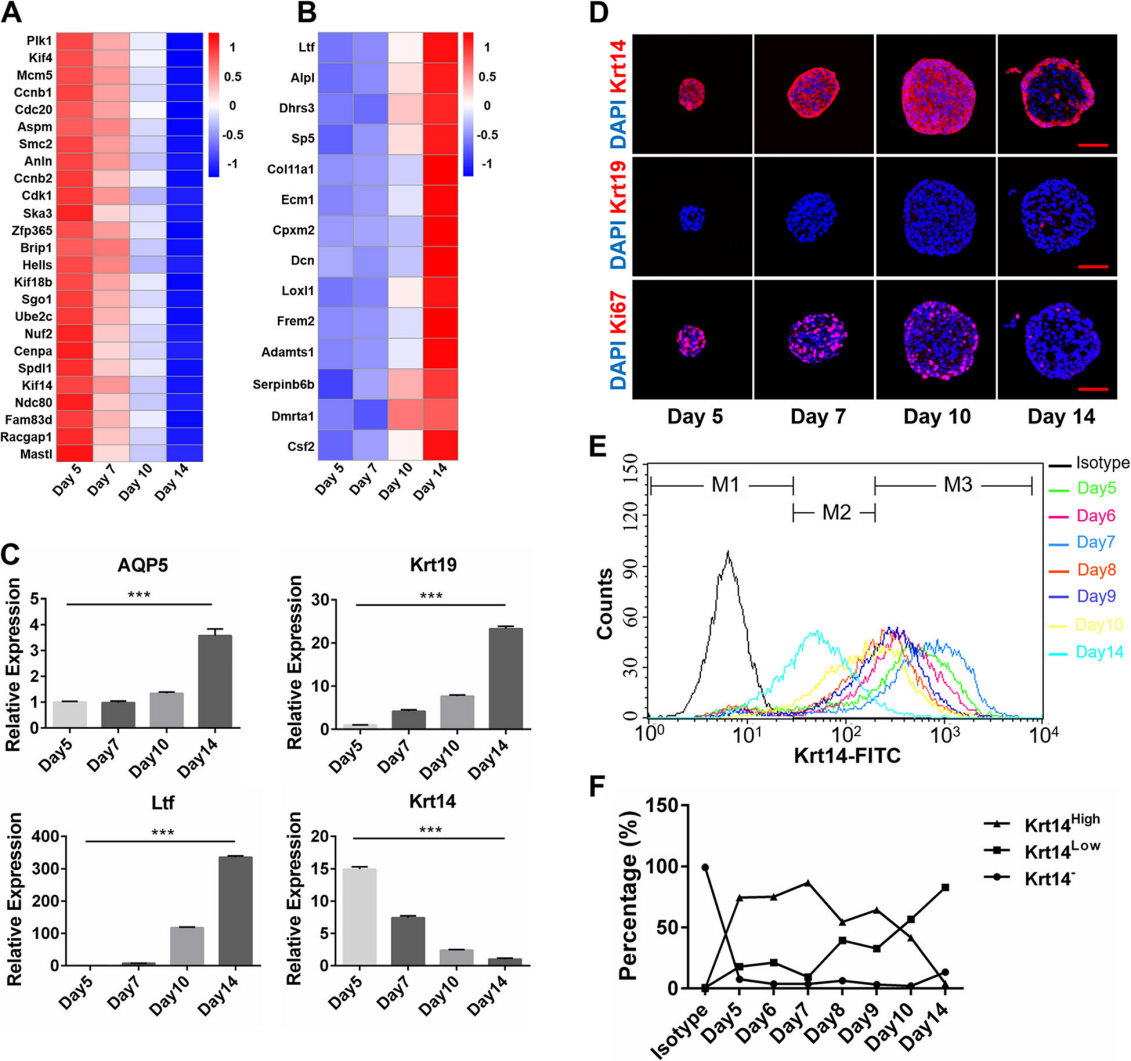
Differentiation potential of LGSCs in vitro. **a, b** Heatmap of RNA-sequence analysis of LGSCs cultured for 5, 7, 10, and 14 days. **a** Heatmap of cell division genes; **b** heatmap of cell differentiation and gland development; *n* = 3. **c** qRT-PCR analysis of adult stem cell and differentiated markers of LGSCs cultured for 5, 7, 10, and 14 days. Secretory cell marker AQP5, secretory protein gene of LG Ltf, and ductal cell marker Krt19 are significantly upregulated. Adult stem cell marker Krt14 is significantly downregulated, ***, *P* < 0.01; *n* = 3. **d** Immunofluorescent staining of LGCSs cultured for 5, 7, 10, and 14 days. As elongating culture time, cells expressing Krt14 (red) and Ki67 (red) are significantly decreased, while cells expressing Krt19 (red) emerge, scale bar, 50 μm. Nuclear staining, DAPI (blue). **e, f** Flow cytometer analysis of Krt14 expression of LGSCs cultured for 5, 6, 7, 8, 9, 10, and 14 days. **e** Flow cytometric profile, M1 (Krt14^−^), M2 (Krt14^Low^), M3 (Krt14^High^); **f** comparative graph of LGSC subpopulations shows that LGSCs cultured for 7 days have the highest proportion of Krt14-positive cells

We then analyzed the percentage of Krt14^+^ cells in LGSC spheres during differentiation by flow cytometry (FCM) and revealed three populations: Krt14^−^, Krt14^Low^, and Krt14^High^. The ratio of the Krt14^High^ population reached a peak in 7-day cultures and dramatically decreased in 14-day cultures (Fig. 2e, f). Furthermore, the ability of LGSC sphere formation of 7 day-cultured LGSCs and 14 day-cultured ones were detected. LGSCs cultured for 7 days showed significantly higher ability of sphere formation than LGSCs cultured for 14 days (Additional file 5: Figure S2 B–D). These results suggested that LGSC spheres cultured for 7 days might have the highest proportion of stem cells and self-renewal ability.

Development and morphogenesis of the LG are regulated by epithelium-mesenchyme interactions, the degradation of the extracellular matrix (ECM) releasing the signals for cell elongation and providing the spatiotemporal domain of cell proliferation. The degradation of the ECM could reduce the rigidity of the microenvironment for branching morphogenesis and ductal formation in the embryonic LG [27]. Thus, we reduced the Matrigel concentration to one third of the original to reduce the rigidity of the matrix for mimicking the ECM degradation to induce ductal differentiation of LGSCs. After 14-day culture in the 1/3 Matrigel condition, there were cavities emerging inside the LGSC spheres, of which most of the inner layer cells expressed Krt19 and the outer layer cells expressed Krt14 (Fig. 3a), similar to the LG ductal structure (Fig. 3b), suggesting that LGSCs could differentiate into LG duct-like cells.

**Fig. 3:**
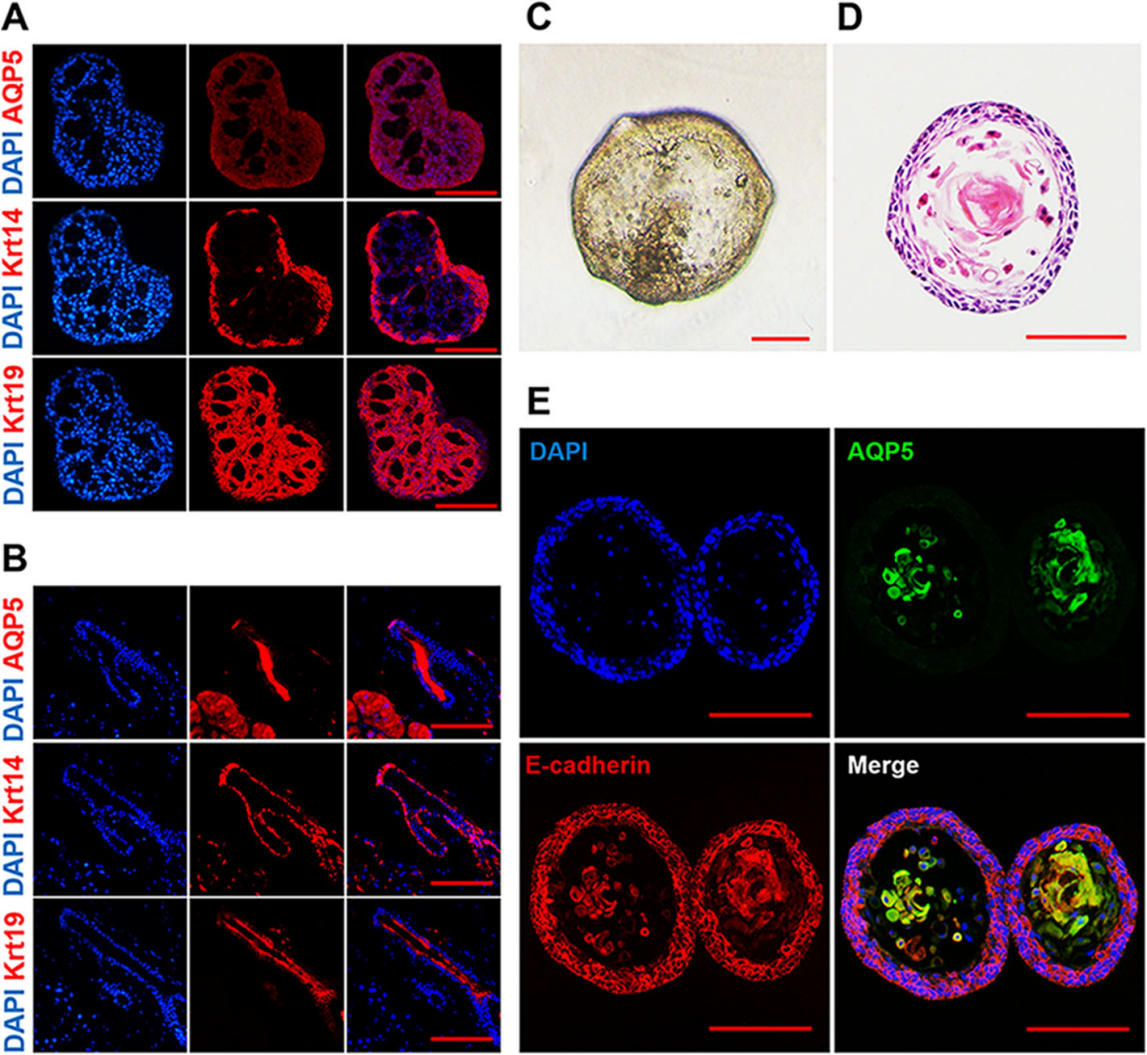
LGSC differentiation into acinar and ductal-like cells in vitro. **a** Immunofluorescent staining of LGCSs cultured for 14 days in 1/3 Matrigel. Most of the inner layer cells express Krt19 (red) and the outer layer cells express Krt14 (red); all cells express AQP5 (red); scale bar, 100 μm. Nuclear staining, DAPI (blue). **b** Immunofluorescent staining of mouse LG. Suprabasal cells located in inner layers of duct express Krt19 (red) and basal cells located in outer layers of duct express Krt14 (red); all secretory cells highly express AQP5 (red); scale bar, 100 μm. Nuclear staining, DAPI (blue). **c** The morphology of the LGSC culture for 14 days with addition of FBS; scale bar, 100 μm. **d** H&E staining of the LGSC culture for 14 days with addition of FBS. Acinar-like cells emerge in the LGSC sphere; scale bar,100 μm. **e** Immunofluorescent staining of the LGSC culture for 14 days with addition of FBS. The acinar-like cells highly express AQP5 (green), and all cells express epithelial cell marker E-cadherin (red); scale bar, 100 μm. Nuclear staining, DAPI (blue)

The mature acinar cells are larger in size and have much lower nucleo-cytoplasmic ratios than immature acinar cells [28]. Although AQP5 was detected in LGSC spheres after induction in the one third Matrigel condition, the morphology of the cells was still similar to LGSCs (Fig. 3a), so the AQP5^+^ cells were not the typical acinar cells in morphology. The LG acini culture required fetal bovine serum (FBS) [29], and the addition of FBS could enhance the secretion of acini in vitro [30]. Also, FBS could enable the differentiation of stem cells [31]. Therefore, FBS was added to induce acinar differentiation of LGSCs. After 14-day culture in the FBS condition, there were low nucleo-cytoplasmic ratio cells inside the LGSC spheres, similar to acinar cells (Fig. 3c, d), highly expressing AQP5 (Fig. 3e). In addition, these acinar-like cells did not show any expression of apoptotic markers (Additional file 5: Figure S2 E). These data indicated that LGSCs could differentiate into acinar-like cells by the induction of serum. Therefore, the 3D culture condition for LGSC differentiation was confirmed.

### LGSCs improved symptoms of ADDED

To test whether LGSCs could restore function in diseased LGs, SjS mouse model—NOD/ShiLtJ mice were used as recipients in which there is a chronic autoimmune attack against LGs resulting in ADDED [32]. Wide range lymphocytic infiltration could be detected in the NOD/ShiLtJ mouse LGs after 12 weeks (Additional file 6: Figure S3 A–C), and the tear secretion of NOD/ShiLtJ mice was significantly decreased (Additional file 6: Figure S3 D). The inflammation and decay in NOD/ShiLtJ mice orbits became more severe as they became older (Additional file 6: Figure S3 E). Hence, all the recipient mice used for LGSC transplantation were older than 12 weeks.

For tracking the cells injected into mice, LGSCs from transgenic mice—ROSA26^mT/mG^ mice were serum-free cultured as donor cells for transplantation and designated ROSA-LGSCs (Additional file 7: Figure S4 A). ROSA-LGSCs also expressed the stem/progenitor cell markers Krt5, Krt14, P63, and nestin (Additional file 7: Figure S4 B) and could differentiate into acinar and ductal cells as well (Additional file 7: Figure S4 C, D), suggesting that ROSA-LGSCs had the same characteristics as LGSCs.

LGSC transplantation was performed by orthotopic injection of ROSA-LGSCs cultured for 7 or 14 days, representing the population of stem cells without differentiation or the cells in different differentiation stages (Fig. 2e, f), respectively. All the ROSA-LGSCs used as donor cells were passaged at least five times. After being digested into single cells, ROSA-LGSCs were injected into recipient LGs on one side, while the vehicle was injected into the contralateral LGs as a control. We harvested the subjects for detection in 8 weeks, and there was no carcinogenesis in all recipient mice. We studied the subjects that were injected with ROSA-LGSCs cultured for 7 days. Immunohistochemistry (IHC) analysis showed that new lacrimal lobules were derived from ROSA-LGSCs in some cell-injected LGs (Fig. 4a–c) and they were composed of mature acinar cells (AQP5^high^) as well as intralobular duct (AQP5^low^) (Fig. 4d–f). There were no obvious infiltration foci in the new lobules. Interestingly, we also found that the ROSA-LGSCs could engraft around the infiltration foci and differentiate into the acini and ducts (Additional file 8: Figure S5 D–F). The td-Tomato-positive areas and lymphatic infiltration areas were quantified to estimate the engraftment efficiency and anti-inflammation effect of ROSA-LGSCs, respectively. The results showed that the engraftment efficiency of ROSA-LGSCs was approximate 10% and the area of lymphatic infiltration was decreased (Fig. 4g, h). The inflammation and decay of the orbit on the cell-injected side were significantly improved compared to the control side (Fig. 4i). For assessing functional recovery, we measured the tear volume of the recipient mice on each side using phenol red-stained cotton threads. Statistical analysis indicated that the tear secretion of ROSA-LGSC-injected LGs was significantly increased compared to the control LGs, whereas it did not fully recover to the normal level compared to wild type mice (Fig. 4j). Overall, these data indicated that LGSCs could engraft into diseased LGs and differentiate into acinar and ductal cells to recover the secretory function of LGs partially.

**Fig. 4:**
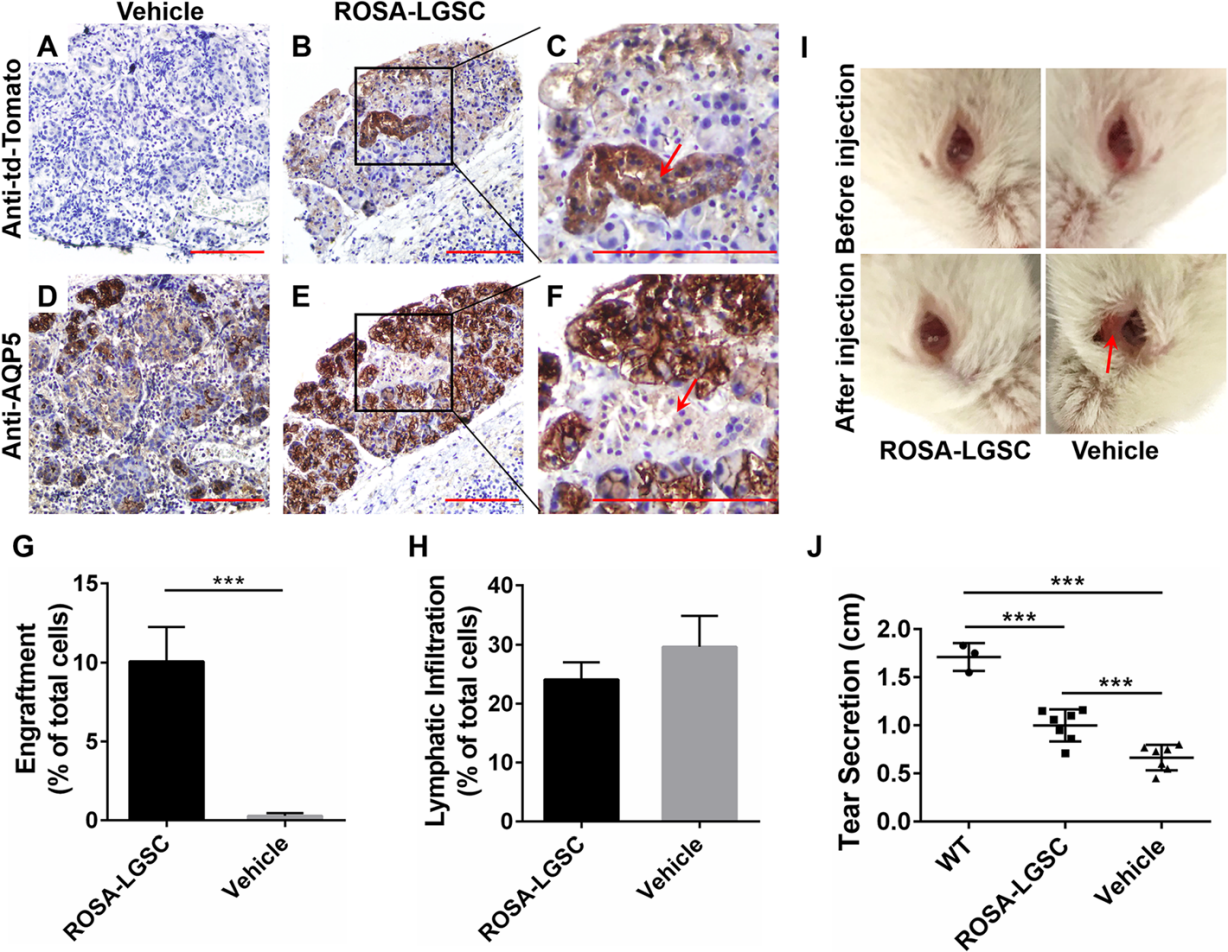
Engraftment of LGSC allotransplantation and relief of ADDED symptoms. **a–f** Immunohistochemistry (IHC) staining of NOD/ShiLtJ LG transplanted with ROSA-LGSCs cultured for 7 days after 8 weeks. **a–c** IHC staining with anti-td-Tomato antibody; **d–f** IHC staining with anti-AQP5 antibody; **a, d** LG injected with vehicle, **b, e** LG injected with ROSA-LGSCs, **c, f** the magnified image of the black frame in **b, e** (red arrow, intralobular duct); scale bar, 100 μm. **g** The ratio between td-Tomato-positive cell areas and total cell areas of transplanted LGs. *n* = 7; ***, *P* < 0.01. **h** The ratio between lymphatic infiltration areas and total cell areas of transplanted LGs. *n* = 7; ***, *P* = 0.3718. **i** The condition of the NOD/ShiLtJ mice eye orbit before and after injection of ROSA-LGSCs at 8 weeks. There is no decay of the eye orbit on the cell-injected side, whereas there is obvious decay of the eye orbit (red arrow) on the control side. **j** Tear volume of wild type and NOD/ShiLtJ mice transplanted with ROSA-LGSCs cultured for 7 days after 8 weeks. The tear volume of ROSA-LGSC-injected LGs is significantly higher compared to the control LGs, whereas it is significantly lower compared to WT LGs. WT, wild type, *n* = 3; NOD/ShiLtJ mice, *n* = 7; ***, P < 0.01

We then performed the same detection procedure on the mice that were injected with ROSA-LGSCs cultured for 14 days. Nevertheless, there was no engraftment in the LGs (Table 1), suggesting the intermediate differentiated cells could not restore the function of diseased LGs.

**Table 1:** The success ratio of treatment by ROSA-LGSCs for different culture times

Culture time of ROSA-LGSCs (days)	Cell number for injection	Mice number of allograft	Mice number of engraftment	Success ratio of engraftment
7	2 × 10^4^	16	7	43.75%
14	2 × 10^4^	12	0	0

ROSA-LGSCs cultured for 7 or 14 days were used for the treatment of aqueous-deficient dry eye disease (ADDED) mice. The success ratio of engraftment of ROSA-LGSCs cultured for 7 days was much higher than ROSA-LGSCs cultured for 14 days

### LGSCs isolated from diseased mice repaired the injured LGs

As allogeneic stem cell transplantation could cause graft-versus-host disease (GvHD), which results in immune attacks against the tissue of the recipients [33], we attempted to isolate the LGSCs from diseased LGs using the same 3D culture method that we established to evaluate the feasibility of autotransplantation. LGSCs were obtained from NOD/ShiLtJ mice that were over 12 weeks old and were named NOD-LGSCs (Additional file 9: Figure S6 A), whereas the number of NOD-LGSC spheres was significantly less than the LGSC spheres in primary culture (Additional file 9: Figure S6 B, C). However, despite this, NOD-LGSCs also expressed stem cell markers Krt14, Krt5, P63, and nestin (Additional file 9: Figure S6 D). AQP5 and Ltf were significantly upregulated in NOD-LGSCs cultured for 14 days compared to LGSC spheres cultured for 5 and 7 days, whereas the expression of stem cell maker Krt14 was significantly downregulated (Additional file 9: Figure S6 E). In addition, IF analysis also demonstrated that the cells expressing Krt14 and Ki67 were significantly decreased and mostly located in the outer layers of LGSC spheres (Additional file 9: Figure S6 F). However, unlike LGSCs, the ductal marker gene Krt19 was not upregulated and Krt19^+^ cells did not arise from the inner layers of NOD-LGSC spheres (Additional file 9: Figure S6 E, F). These results suggested that NOD-LGSCs possessed similar characteristics to LGSCs, but were not as capable as LGSCs in self-renewal and differentiation.

NOD-LGSCs were then labeled with mCherry fluorescent protein (Additional file 9: Figure S6 G) and transplanted by the strategy that we developed (injecting 2 × 10^4^ cells cultured for 7 days and harvesting subjects after 8 weeks). IHC analysis showed that NOD-LGSCs engrafted in the diseased LGs and generated the acini and intralobular ducts (Fig. 5a–c). However, the success ratio of engraftment and engraftment efficiency of NOD-LGSC were lower than these of ROSA-LGSCs (Table 2, Fig. 5d). The lymphatic infiltration was also decreased similar to the engraftment of ROSA-LGSCs (Fig. 5e). The inflammation and decay of the orbit were eased, and the tear secretion was also significantly improved after NOD-LGSCs injection (Fig. 5f, g). These results revealed that the LGSCs residing in the diseased LGs (NOD-LGSCs) could be cultured and expanded using our culture strategy, NOD-LGSCs could still engraft into the diseased LGs and relieved the ADDED symptoms.

**Fig. 5:**
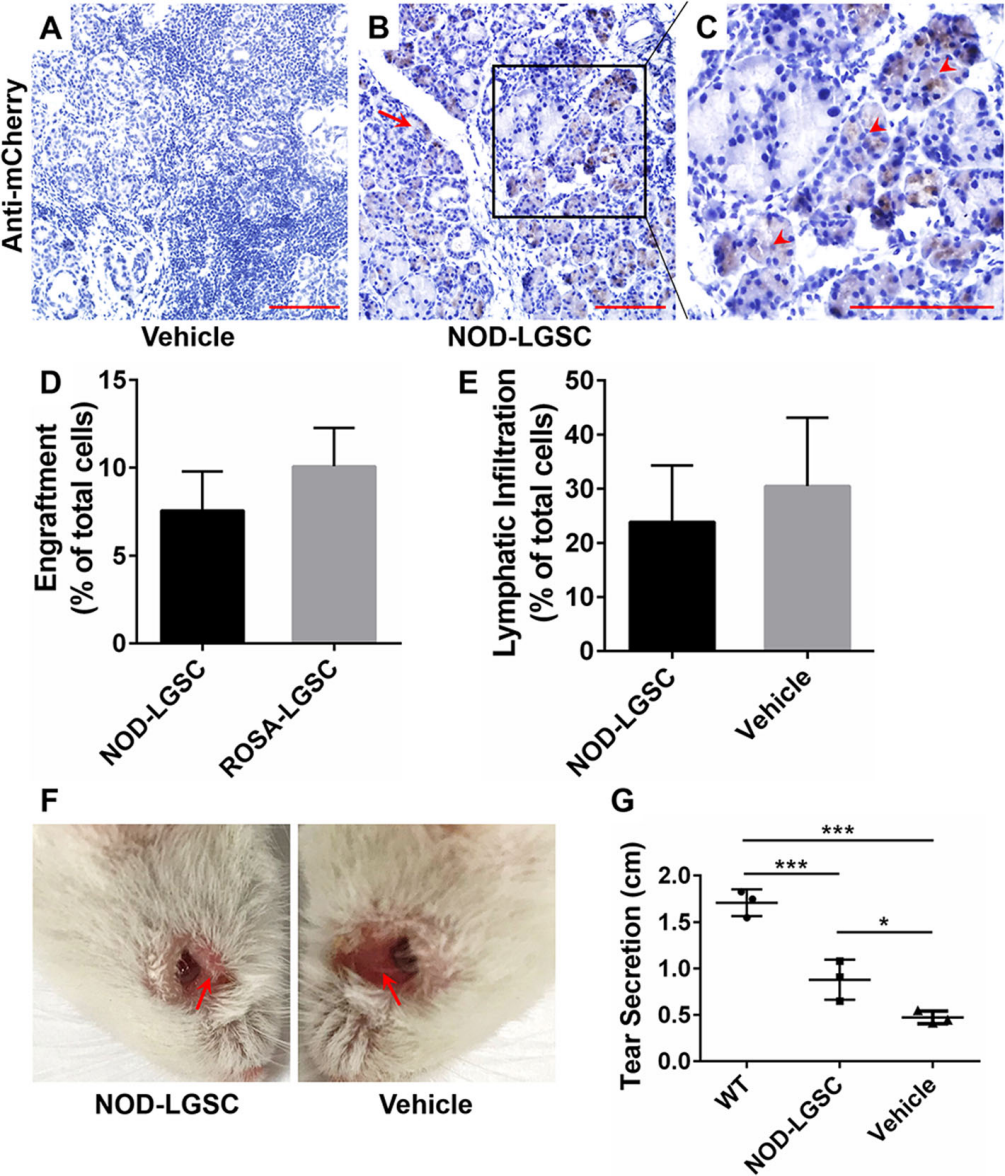
Engraftment of NOD-LGSC transplantation and slight relief of ADDED symptoms. **a–c** IHC staining with anti-mCherry antibody of NOD/ShiLtJ LG transplanted with NOD-LGSCs cultured for 7 days after 8 weeks. **a** LG injected with vehicle, **b** LG injected with NOD-LGSCs (red arrow, intralobular duct), **c** the magnified image of the black frame in **b** (red arrowhead, acini); scale bar, 100 μm. **d** The ratio between td-Tomato-positive cell areas and total cell areas of NOD-LGSCs and ROSA-LGSCs transplanted LGs. ROSA-LGSCs transplanted LGs, *n* = 7; NOD-LGSCs transplanted LGs, *n* = 3; *P* = 0.5180. **e** The ratio between lymphatic infiltration areas and total cell areas of NOD-LGSCs transplanted LGs. *n* = 3, *P* = 0.7084. **f** The condition of the NOD/ShiLtJ mice eye orbit at 8 weeks after injection of NOD-LGSCs. The decay of the eye orbit (red arrow) on the cell-injected side is improved compared to the control side. **g** Tear volume of wild type and NOD/ShiLtJ mice transplanted with NOD-LGSCs cultured for 7 days after 8 weeks. The tear volume of ROSA-LGSC-injected LGs is significantly higher compared to the control LGs, whereas it is significantly lower compared to WT LGs. WT, wild type, *n* = 3; NOD/ShiLtJ mice, *n* = 3; ***, *P* < 0.01; *, *P* < 0.05

**Table 2:** The success ratio of treatment by ROSA-LGSCs and NOD-LGSCs

Type of LGSCs	Mice number of orthotopic injection	Mice number of engraftment	Success ratio of engraftment
ROSA-LGSCs	16	7	43.75%
NOD-LGSCs	12	3	25%

The success ratio of treatment by NOD-LGSCs is lower than ROSA-LGSCs

## Discussion

LG regeneration and self-healing depend on the stem/progenitor cells residing in the niche. It is a vital prerequisite for research and clinical application for DED to establish a long-term culture of LG stem/progenitor cells [34]. Previous study has shown successful isolation and culture of adult mouse LG epithelial cells by 2D culture with fetal calf serum, which express stem cell markers such as oct4, sox2, nanog, and nestin [35]. However, these cells cannot be defined as LG stem cells as they do not possess the ability to generate the acini and ducts in vivo to repair the LG injury. Further, the presence of serum in LGSC culture is not suitable for transplantation. Our study demonstrated a serum-free 3D culture protocol for LG stem cell isolation and long-term expansion from mice LGs. The isolated stem cell population, LGSCs, could express the stem/progenitor cell markers Krt14, Krt5, P63, and nestin and restore the secretory function of diseased LGs.

Several signaling pathways are crucial for the development of the LG. The EGFR/ErbB signaling pathway activated by EGF could promote epithelial stem cell proliferation [12, 36]. The FGFR2b signaling pathway activated by FGF10 regulates LG stem/progenitor cell proliferation and the branching morphogenesis of the LG bud [27, 37]. In addition, canonical Wnt signaling is involved in the regulation of FGF10 in LG development and it is essential for maintenance of stem cells [38, 39]. We analyzed the RNA-sequence of embryonic LGs and found that the EGFR/ErbB signaling pathway and canonical Wnt signaling pathway were significantly activated, accompanied by FGF10 expressed at a very high level (data not shown). 

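The paper names no group to which embryonic LGs were compared, and adult LG, the other tissue sequenced, was used here. Fgf10 (ENSMUSG00000021732, chromosome 13, 118669791 to 118792115 in GENCODE M21) had 67.8 ± 24.0 FPKM (SD, n = 3) at E17.5, 45.7 ± 14.0 (n = 3) at E19.5 and 4.00 ± 3.33 (n = 3) in adult LG. Its log2 fold change against adult LG was 3.92 at E17.5 (standard error 0.47, adjusted p = 1.7e-04 by limma) and 3.39 at E19.5 (standard error 0.47, adjusted p = 4.2e-04), and its value in every embryonic library was above that in every adult library. Among genes with at least 1 FPKM in the group, the mean of Fgf10 stood at percentile 92.9 at E17.5 and 89.1 at E19.5. These percentiles could be too high, as 2539 genes well expressed in the passage 10 library were low in each tissue group. The alternative that moved its log2 fold change at E17.5 most was scaling to each library's own recovered reads, chosen after seeing the data, with 4.52, and 3.88 at E19.5. The 4 hand-written gene lists were tested with limma's camera at both stages, which made a family of 8 tests. The Wnt pathway list, with 37 of its 73 genes at a mean of at least 0.5 FPKM, had a median log2 fold change of 1.11 at E17.5 (adjusted p = 0.00560) and 1.01 at E19.5 (adjusted p = 0.0162). Of the 37 genes, 23 were higher and 7 lower at E17.5, and 22 higher and 7 lower at E19.5, each with an adjusted p-value under 0.05. The adjusted p-value of the Wnt pathway list moved most with the correlation between its genes estimated, to 0.396 at both stages, and the median moved most in the list without the filter on low FPKM, to 0.11 and 0.07, where the list still passed (adjusted p = 0.00373 and 0.0213). The list also lost its call scaled to recovered reads (adjusted p = 0.0684 and 0.0960), where the median of all genes moved to 0.64 and 0.58. Over genes with at least 10 recovered reads in every library its adjusted p-value was 0.20 and 0.354, but this filter removes genes with few reads in any library, those of adult LG included, and the 13 genes it removed had a median log2 fold change of 1.76 and 1.65, so the filter depends on the change itself. Ctnnb1, the gene of beta-catenin, had 143 ± 9.14 FPKM (SD, n = 3) at E17.5, 144 ± 8.63 at E19.5 and 71.0 ± 6.77 in adult LG, a log2 fold change of 1.00 (standard error 0.13, adjusted p = 3.3e-04) and 1.01 (standard error 0.13, adjusted p = 3.4e-04). The Wnt target list had 3 of 12 genes with enough FPKM, and its median of 1.65 at E17.5 and 0.58 at E19.5 did not pass (adjusted p = 0.583 and 0.640). The 3 were Nkd1 (2.64 and 2.52), Lgr5 (1.65 and 0.58) and Rnf43 (−0.95 and −0.71), each with an adjusted p-value under 0.05 at both stages. Scaled to recovered reads, Rnf43 flipped to 0.02 and 0.15 (adjusted p = 0.937 and 0.552), below the medians of all genes under that scaling (0.64 and 0.58). The ErbB pathway list, with 54 of 83 genes, had a median log2 fold change of 0.19 at E17.5 (adjusted p = 0.583) and 0.09 at E19.5 (adjusted p = 0.816), with 16 genes higher and 11 lower at E17.5 and 17 higher and 14 lower at E19.5. A list of EGFR signalling genes from Reactome had a median of 0.27 at E17.5 (adjusted p = 0.0443) and 0.37 at E19.5 (adjusted p = 0.0529). The Reactome list of Wnt signalling genes had a median of 0.26 at E17.5 (adjusted p = 0.0443) and 0.27 at E19.5 (adjusted p = 0.0529). With it the Wnt call was thus kept at E17.5 and lost at E19.5, at lower medians than the hand-written list. The ErbB ligand list, with 5 of 11 genes, had a median of −0.11 at E17.5 (adjusted p = 0.583), which flipped to 0.69 when scaled to recovered reads, close to the median of all genes under that scaling, and 0.17 at E19.5 (adjusted p = 0.640). Egf had 0.652 ± 0.0213 FPKM (SD, n = 3) at E17.5, 1.38 ± 0.217 at E19.5 and 36.8 ± 15.3 in adult LG, a log2 fold change of −4.42 (standard error 0.30, adjusted p = 8.4e-06) and −3.89 (standard error 0.30, adjusted p = 1.9e-05). Egfr was listed at 0.125, 0.0366 and 0.121 FPKM at E17.5, 0.0404, 0.118 and 0.0675 at E19.5 and 0.110, 0.0835 and 0.127 in adult LG, which is under the filter and not tested. Erbb2 and Wnt3a were also under the filter, and Erbb3 and Rock1 were listed at 0 in all 20 libraries although the passage 10 library had 29.1 and 14.4 FPKM of them. The paper states, from its RNA-sequence data, that both pathways were active and Fgf10 was high in embryonic LGs.

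**Figure D2:**
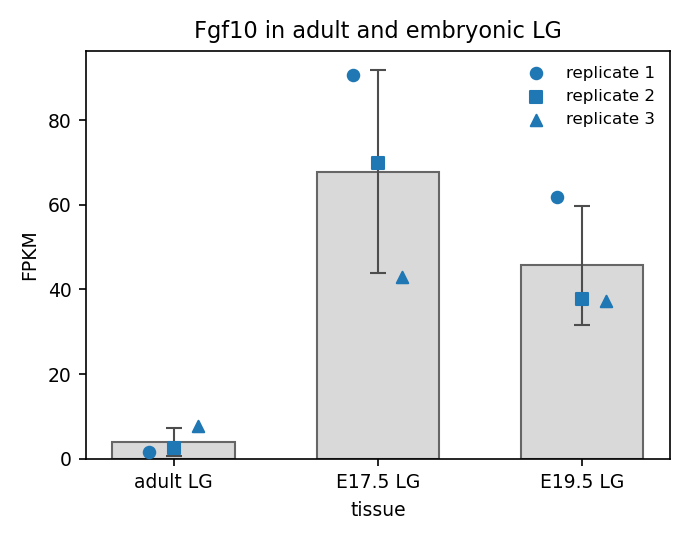
FPKM of Fgf10 in adult LG, E17.5 LG and E19.5 LG. Bars are means of 3 libraries, error bars are SD and points are the libraries. The adult libraries lie between 1.53 and 7.78 FPKM, below all 6 embryonic libraries, which lie between 37.3 and 90.7 FPKM.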

What is more, Y-27632 has been shown to delay the senescence of stem cells in vitro [40]. Hence, EGF, FGF10, Wnt3A, and Y-27632 were added into the medium for the LGSC culture. In this study, we found that EGF, FGF10, and Y-27632 were indispensable to the LGSC culture. Wnt3A was necessary for the LGSC passage culture, instead of the primary culture, suggesting the regulatory effect of Wnt signaling on self-renewal and proliferation of the LGSCs in a continuous passage culture in vitro. The results from salivary gland stem cell (SGSC) culture also confirmed our finding [24].

The potential of differentiation in vitro is one of the characteristics that define stem cells. Pluripotent stem cells can differentiate into cells from all three germ layers [41], and the adult tissue-specific stem cells can also differentiate and form organoids in vitro, such as the pancreas [21], mammary gland [22], salivary gland [23, 24], and intestine [42]. In LG development, the interaction between the epithelial bud and surrounding mesenchyme plays a dominant role and depends on the degradation of the ECM [27], by which the decrease of the matrix rigidity surrounding the epithelial bud is accompanied. In our study, reducing the rigidity of Matrigel (1/3 concentration) could induce LGSCs differentiating into the Krt19^+^ ductal-like cells located in the inner layers of the LGSC sphere, while the residual Krt14^+^ cells located in the outer layers were similar to the structure of suprabasal cells and basal cells in the LG duct, suggesting that the biophysical microenvironment was important for ductal differentiation of LGSCs. Furthermore, FBS was essential for the survival of the LG and mammary gland acini in vitro [29, 43] and was used for the differentiation of epithelial cells and stem cells [31, 44]. In this study, we showed that adding FBS to the medium could induce the LGSCs differentiating into acinar-like cells that highly expressed AQP5, suggesting that unknown factors in the complex FBS promoted acinar differentiation of LGSCs. These results indicated that the LGSCs possessed the feature of differentiation in vitro*,* supporting LGSCs as the stem cells of the adult LG. Further research is needed to determine the mechanism underlying LGSC differentiation in vitro.

Previous studies have reported that mesenchymal stem cell (MSC) therapy is an alternative strategy for treatment of DED, which could suppress inflammation and increase tear production [45, 46]. As several reports have described MSCs transplanted by vein injection [47, 48], we first attempted to transplant the LGSCs into NOD/ShiLtJ mice by tail vein injection. After 10 days, the LGSCs engrafted the diseased LGs rather than other organs such as the salivary gland, pancreas, or liver (Additional file 8: Figure S5 A–C), suggesting that the engraftment of LGSCs were specific to LGs. However, the tail vein injected LGSCs did not survive to generate acinar and ductal cells. For this reason, we then carried out the intraglandular injection for LGSC transplantation. Similar to EPCP transplantation into *TSP-1*^*−/−*^ mouse LGs [9], the LGSCs could engraft into the NOD/ShiLtJ mouse LG and partially restore secretory function. Our results showed two rescue approaches for the LGSCs: (1) directly integrating into the injured lobules and restoring the primary structure and (2) engrafting at the interlobular site and generating nascent lobules, composed of acini and intralobular ducts. In both conditions, the infiltration foci mainly decreased in the recovery areas, corresponding to the study of EPCPs [9]. We concluded two main hypotheses to explain the anti-inflammation effect. The first, LGSCs might secrete growth factors, which could suppress the lymphatic infiltration. The second, LGSCs from the donor differentiated into acini and ducts and repaired the damage of diseased LG temporarily, as we just detected the post-transplantation LGs after 8 weeks. Hence, further study is needed to be performed like analyses of LGSC secretory protein and tracing the repairment of diseased LGs after transplantation for longer time. As the LGSCs showed a dynamic change related to the culture time, we compared the success rate of the LGSC engraftment in differentiation conditions and confirmed the allotransplantation of 2 × 10^4^ LGSCs cultured for 7 days was the optimal strategy for DED treatment with our strategy.

Additionally, we demonstrated that the culture protocol that we established could also be applied to the isolation and long-term expansion of the LGSCs from diseased LGs (NOD-LGSCs). NOD-LGSCs could repair the diseased LGs after transplantation by the confirmed optimal strategy, indicating the feasibility of LGSC autotransplantation. The lymphatic infiltration was suppressed similar to the repairment of ROSA-LGSCs, and the acini or intralobular ducts derived from diseased LG emerged in the recovery area as well, suggesting that NOD-LGSCs might promote the differentiation of stem cells residing in the diseased LG simultaneously. However, the efficiency of NOD-LGSC engraftment was lower than LGSC engraftment, and the ductal marker Krt19 was not upregulated when prolonging the culture time in vitro. These results indicated that the pathological microenvironment might decrease the stem cell potentials of NOD-LGSCs. The mechanism for the difference between LGSCs and NOD-LGSCs needs to be further explored, which may help to recover the stem cell capacity of ADDED LGs and improve engrafting efficiency.

## Conclusion

In summary, our study demonstrated a robust serum-free 3D culture strategy for the isolation of adult LGSCs. LGSCs possess the capacity of self-renewal, long-term expansion, and differentiation into acinar and ductal cells in vitro and in vivo. The LGSCs could improve the secretory function of diseased LGs. Furthermore, NOD-LGSCs from diseased LGs could also engraft into the diseased LGs. Hence, our work provides a perspective for individualized stem cell therapy of ADDED in future clinical applications.

## Supplementary information

Additional file 1: **Table S1.** The list of primary antibodies. All the primary antibodies used in this study. Table S2. The list of fluorescent secondary antibodies. All the flourescent secondary antibodies used in this study

Additional file 2: **Table S3.** Sequences of primers. All the sequences of primers used in this study

Additional file 3: **Table S4.** Differential expressed gene list of LGSCs cultured 7 days and 14 days. All the genes expressed differentially between day 7 LGSCs and day 14 LGSCs

Additional file 4: **Figure S1.** Optimization of lacrimal gland stem cell medium (LGSCM). A. The morphology of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. B. The diameter of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. C. The cell numbers of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. D. The morphology of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. E. The diameter of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. F. The cell numbers of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A.

Additional file 5: **Figure S2.** Characterization of LGSCs cultured in different time. A. Immuno-fluorescent staining of LGCSs cultured for 7 days. Epcam (red, epithelial cell marker), VEGFR2 (green, endothelial cell marker), FAP-α (green, fibroblast marker), scale bar, 50 μm. Nuclear staining, DAPI (blue). B. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 7 days; scale bar, 400 μm. C. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 14 days; scale bar, 400 μm. D. The sphere number per-field of LGSCs. L7, LGSCs derived from LGSCs cultured for 7 days; L14, LGSCs derived from LGSCs cultured for 14 days; ***, *P* < 0.01; *n* = 5. E. Immuno-fluorescent staining of LGCSs cultured for 14 days. E-cadherin (red, epithelial cell marker), Caspase-3 (green, apoptosis marker), Caspase-7 (green, apoptosis marker), scale bar, 50 μm. Nuclear staining, DAPI (blue)

Additional file 6: **Figure S3.** Examination of dry eye symptoms of NOD/ShiLtJ mice. A–C. Hematoxylin and eosin staining of 12-week wild type (A) and NOD/ShiLtJ (B, C) mice LG; WT, wild type; scale bar,100 μm. D. Tear volume of 12-week wild type and NOD/ShiLtJ mice; WT, wild type; ***, *P* < 0.01; *n* = 3. E. The condition of 12-week and 36-week NOD/ShiLtJ mice eye orbits (red arrow, decay of the eye orbit)

Additional file 7: **Figure S4.** Isolation and characterization of ROSA-LGSGs. A. The fluorescent images of primary cultured NOD-LGSCs at day 7; BF, bright field. B. Gene expression of adult stem/progenitor cell markers of LGSCs and ROSA-LGSCs. C. Gene expression of adult stem cell and differentiated markers of ROSA-LGSCs cultured for 5, 7, 10, and 14 days. AQP5, marker of secretory cells; Ltf, secretory protein gene of LG; Krt19, marker of ductal cells; Krt14, marker of adult stem cells; ***, *P* < 0.01; *n* = 3. D. Immunofluorescent staining of ROSA-LGCSs cultured for 7 and 14 days. Krt14 (red, stem cells), Krt19 (red, ductal cells), Ki67 (red, proliferative cells), scale bar, 50 μm. Nuclear staining, DAPI (blue)

Additional file 8: **Figure S5.** Engraftment of LGSC allotransplantation. A. The fluorescent images of NOD/ShiLtJ organs at 10 days post tail vein injection of ROSA-LGSCs. LG, lacrimal gland; SG, salivary gland. B, C. Immunofluorescent staining with anti-td-Tomato antibody of NOD/ShiLtJ LG tail vein injected with ROSA-LGSCs cultured for 7 days after 10 days. B. LG injected with ROSA-LGSCs (white arrow, green, exogenous cells). C. LG injected with vehicle; scale bar, 100 μm. D–F. IHC staining with anti-td-Tomato antibody of NOD/ShiLtJ LG transplanted with ROSA-LGSCs cultured for 7 days after 8 weeks. D. LG injected with vehicle. E. LG injected with ROSA-LGSCs. F. the magnified image of the black frame in E (red arrow, intra-lobular duct; red arrowhead, acini); scale bar, 100 μm

Additional file 9: **Figure S6.** Isolation and characterization of NOD-LGSGs. A, B. The morphology of LGSCs and NOD-LGSCs in primary culture at day 7; scale bar, 400 μm. A. NOD-LGSCs; B. LGSCs. C. The sphere number per-field of NOD-LGSCs is significantly less than LGSCs. Scale bar, 400 μm; ***, P < 0.01; *n* = 5. D. Transcriptional expression of adult stem/progenitor cell markers of LGSCs and NOD-LGSCs. NC, negative control. E. Transcriptional expression of adult stem cell and differentiated markers of NOD-LGSCs cultured for 5, 7, 10, and 14 days. Secretory cell marker AQP5 and secretory protein gene of LG Ltf are significantly up-regulated. Adult stem cell marker Krt14 is significantly down-regulated. There is no significant change of ductal cell marker Krt19; ***, P < 0.01; ns, non-significance; n = 3. F. Immunofluorescent staining of NOD-LGCSs cultured for 5, 7, 10, and 14 days. As elongating culture time, cells expressing Krt14 (red) and Ki67 (red) are significantly decreased, and no cells expressing Krt19 (red) emerge, scale bar, 50 μm. Nuclear staining, DAPI (blue). G. The fluorescent images of NOD-LGSCs cultured for 7 days after being labeled with mCherry. BF, bright field

## Abbreviations

ADDED: Aqueous-deficient dry eye disease
AQP: Aquaporin
DAPI: 4′,6-Diamidino-2-phenylindole
DED: Dry eye disease
DMEM: Dulbecco’s modified Eagle medium
EGF: Epidermal growth factor
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FGF: Fibroblast growth factor
H&E: Hematoxylin and eosin
IF: Immunofluorescence
IHC: Immunohistochemistry
Krt: Keratin
LG: Lacrimal gland
LGSC: Lacrimal gland stem cell
LGSCM: Lacrimal gland stem cell medium
Ltf: Lactotransferrin
qRT-PCR: Quantitative reverse transcription polymerase chain reaction
RT-PCR: Reverse transcription polymerase chain reaction

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 4 — Figure S1. Optimization of lacrimal gland stem cell medium (LGSCM). A. The morphology of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. B. The diameter of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. C. The cell numbers of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. D. The morphology of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. E. The diameter of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. F. The cell numbers of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A.

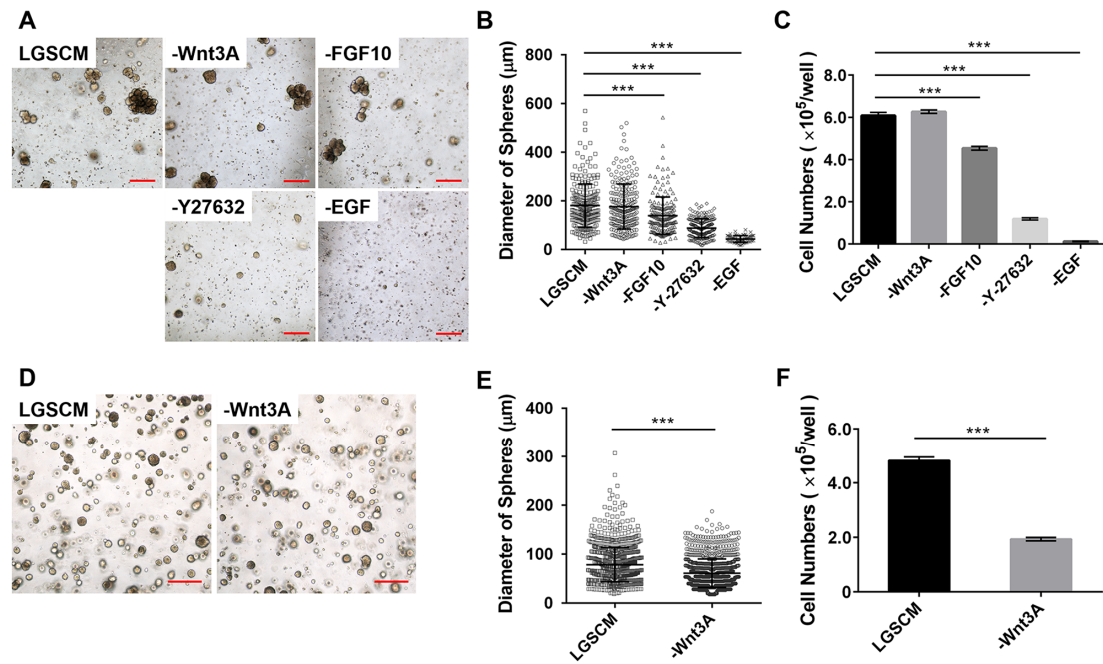

**Figure S1.** Optimization of lacrimal gland stem cell medium (LGSCM). A. The morphology of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. B. The diameter of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. C. The cell numbers of primary cultured LGSCs at day 7 in the LGSCM and withdrawing of EGF, FGF10, Wnt3A, and Y-27632, respectively. D. The morphology of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. E. The diameter of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A. F. The cell numbers of passaged LGSCs at day 7 in the LGSCM and withdrawing of Wnt3A.

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 5 — Figure S2. Characterization of LGSCs cultured in different time. A. Immuno-fluorescent staining of LGCSs cultured for 7 days. Epcam (red, epithelial cell marker), VEGFR2 (green, endothelial cell marker), FAP-α (green, fibroblast marker), scale bar, 50 μm. Nuclear staining, DAPI (blue). B. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 7 days; scale bar, 400 μm. C. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 14 days; scale bar, 400 μm. D. The sphere number per-field of LGSCs. L7, LGSCs derived from LGSCs cultured for 7 days; L14, LGSCs derived from LGSCs cultured for 14 days; ***, P < 0.01; n = 5. E. Immuno-fluorescent staining of LGCSs cultured for 14 days. E-cadherin (red, epithelial cell marker), Caspase-3 (green, apoptosis marker), Caspase-7 (green, apoptosis marker), scale bar, 50 μm. Nuclear staining, DAPI (blue)

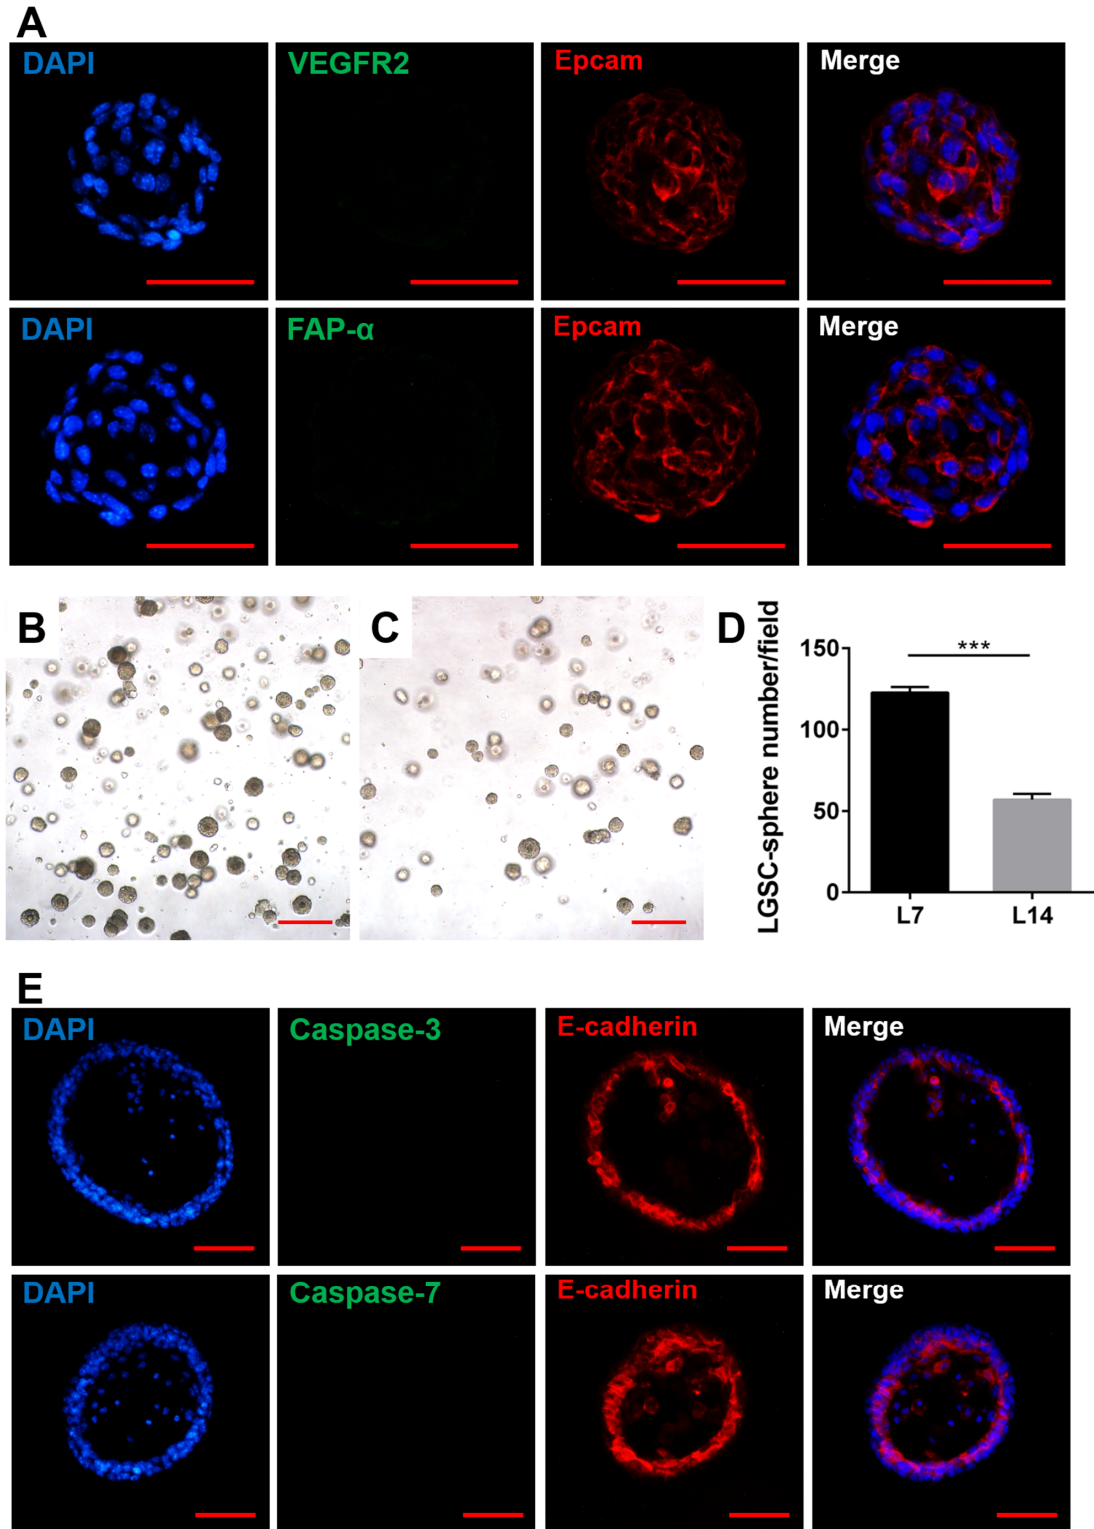

**Figure S2.** Characterization of LGSCs cultured in different time. A. Immuno-fluorescent staining of LGSCs cultured for 7 days. Epcam (red, epithelial cell marker), VEGFR2 (green, endothelial cell marker), FAP- $\alpha$  (green, fibroblast marker), scale bar, 50  $\mu$ m. Nuclear staining, DAPI (blue). B. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 7 days; scale bar, 400  $\mu$ m. C. The morphology of day 7 LGSCs subcultured from LGSCs cultured for 14 days; scale bar, 400  $\mu$ m. D. The sphere number per-field of LGSCs. L7, LGSCs derived

from LGSCs cultured for 7 days; L14, LGSCs derived from LGSCs cultured for 14 days; \*\*\*,  $P < 0.01$ ;  $n = 5$ . E. Immuno-fluorescent staining of LGCSs cultured for 14 days. E-cadherin (red, epithelial cell marker), Caspase-3 (green, apoptosis marker), Caspase-7 (green, apoptosis marker), scale bar, 50  $\mu\text{m}$ . Nuclear staining, DAPI (blue).

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 6 — Figure S3. Examination of dry eye symptoms of NOD/ShiLtJ mice. A–C. Hematoxylin and eosin staining of 12-week wild type (A) and NOD/ShiLtJ (B, C) mice LG; WT, wild type; scale bar,100 μm. D. Tear volume of 12-week wild type and NOD/ShiLtJ mice; WT, wild type; ***, P < 0.01; n = 3. E. The condition of 12-week and 36-week NOD/ShiLtJ mice eye orbits (red arrow, decay of the eye orbit)

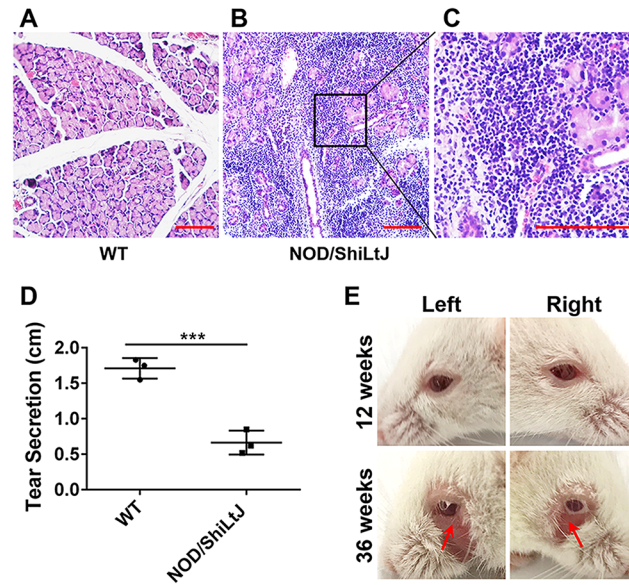

**Figure S2.** Examination of dry eye symptoms of NOD/ShiLtJ mice. A–C. Hematoxylin and eosin staining of 12-week wild type (A) and NOD/ShiLtJ (B, C) mice LG; WT, wild type; scale bar, 100  $\mu$ m. D. Tear volume of 12-week wild type and NOD/ShiLtJ mice; WT, wild type; \*\*\*,  $P < 0.01$ ;  $n = 3$ . E. The condition of 12-week and 36-week NOD/ShiLtJ mice eye orbits (red arrow, decay of the eye orbit).

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 7 — Figure S4. Isolation and characterization of ROSA-LGSGs. A. The fluorescent images of primary cultured NOD-LGSCs at day 7; BF, bright field. B. Gene expression of adult stem/progenitor cell markers of LGSCs and ROSA-LGSCs. C. Gene expression of adult stem cell and differentiated markers of ROSA-LGSCs cultured for 5, 7, 10, and 14 days. AQP5, marker of secretory cells; Ltf, secretory protein gene of LG; Krt19, marker of ductal cells; Krt14, marker of adult stem cells; ***, P < 0.01; n = 3. D. Immunofluorescent staining of ROSA-LGCSs cultured for 7 and 14 days. Krt14 (red, stem cells), Krt19 (red, ductal cells), Ki67 (red, proliferative cells), scale bar, 50 μm. Nuclear staining, DAPI (blue)

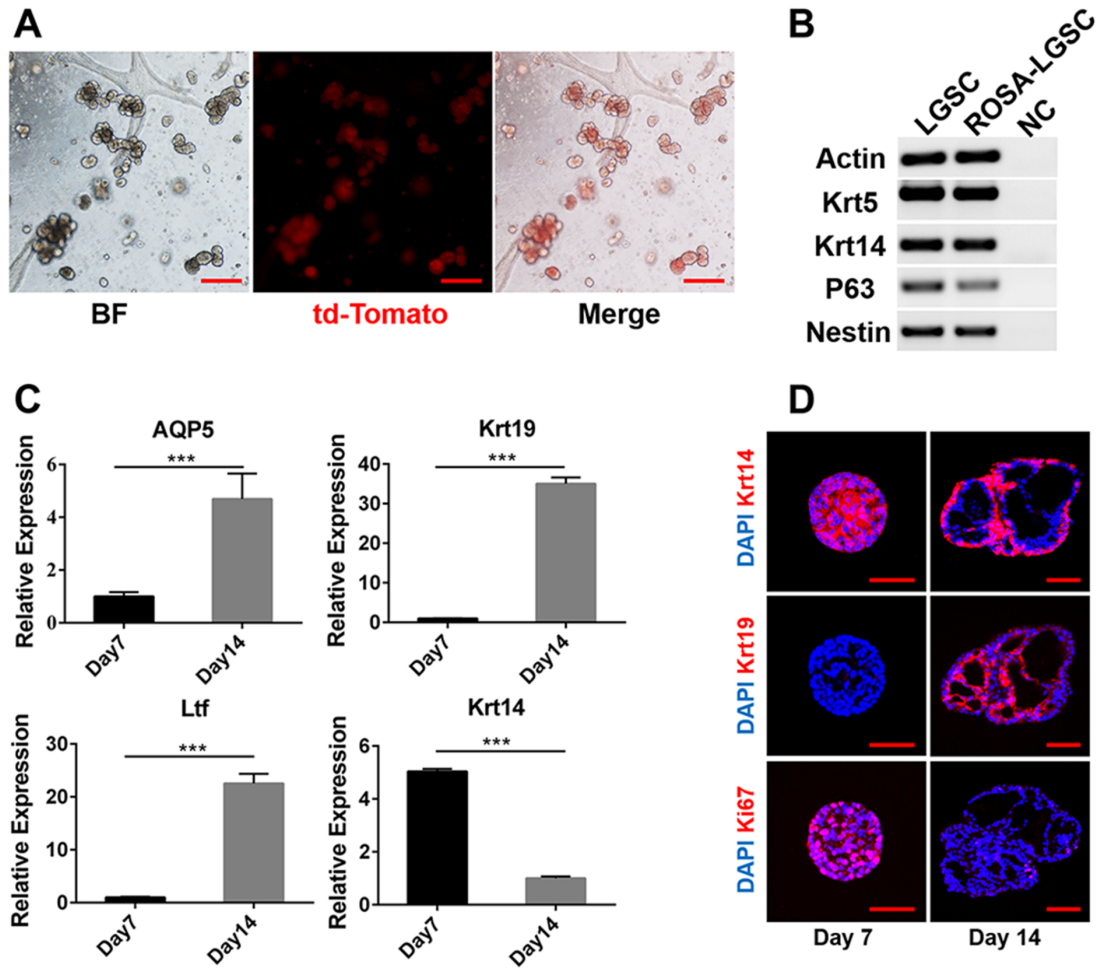

**Figure S3.** Isolation and characterization of ROSA-LGSGs. A. The fluorescent images of primary cultured NOD-LGSCs at day 7; BF, bright field. B. Gene expression of adult stem/progenitor cell markers of LGSCs and ROSA-LGSCs. C. Gene expression of adult stem cell and differentiated markers of ROSA-LGSCs cultured for 5, 7, 10, and 14 days. AQP5, marker of secretory cells; Ltf, secretory protein gene of LG; Krt19, marker of ductal cells; Krt14, marker of adult stem cells; \*\*\*,  $P < 0.01$ ;  $n = 3$ . D. Immunofluorescent staining of ROSA-LGSCs cultured for 7 and 14 days. Krt14 (red, stem cells), Krt19 (red, ductal cells), Ki67 (red, proliferative cells), scale bar, 50  $\mu\text{m}$ . Nuclear staining, DAPI (blue).

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 8 — Figure S5. Engraftment of LGSC allotransplantation. A. The fluorescent images of NOD/ShiLtJ organs at 10 days post tail vein injection of ROSA-LGSCs. LG, lacrimal gland; SG, salivary gland. B, C. Immunofluorescent staining with anti-td-Tomato antibody of NOD/ShiLtJ LG tail vein injected with ROSA-LGSCs cultured for 7 days after 10 days. B. LG injected with ROSA-LGSCs (white arrow, green, exogenous cells). C. LG injected with vehicle; scale bar, 100 μm. D–F. IHC staining with anti-td-Tomato antibody of NOD/ShiLtJ LG transplanted with ROSA-LGSCs cultured for 7 days after 8 weeks. D. LG injected with vehicle. E. LG injected with ROSA-LGSCs. F. the magnified image of the black frame in E (red arrow, intra-lobular duct; red arrowhead, acini); scale bar, 100 μm

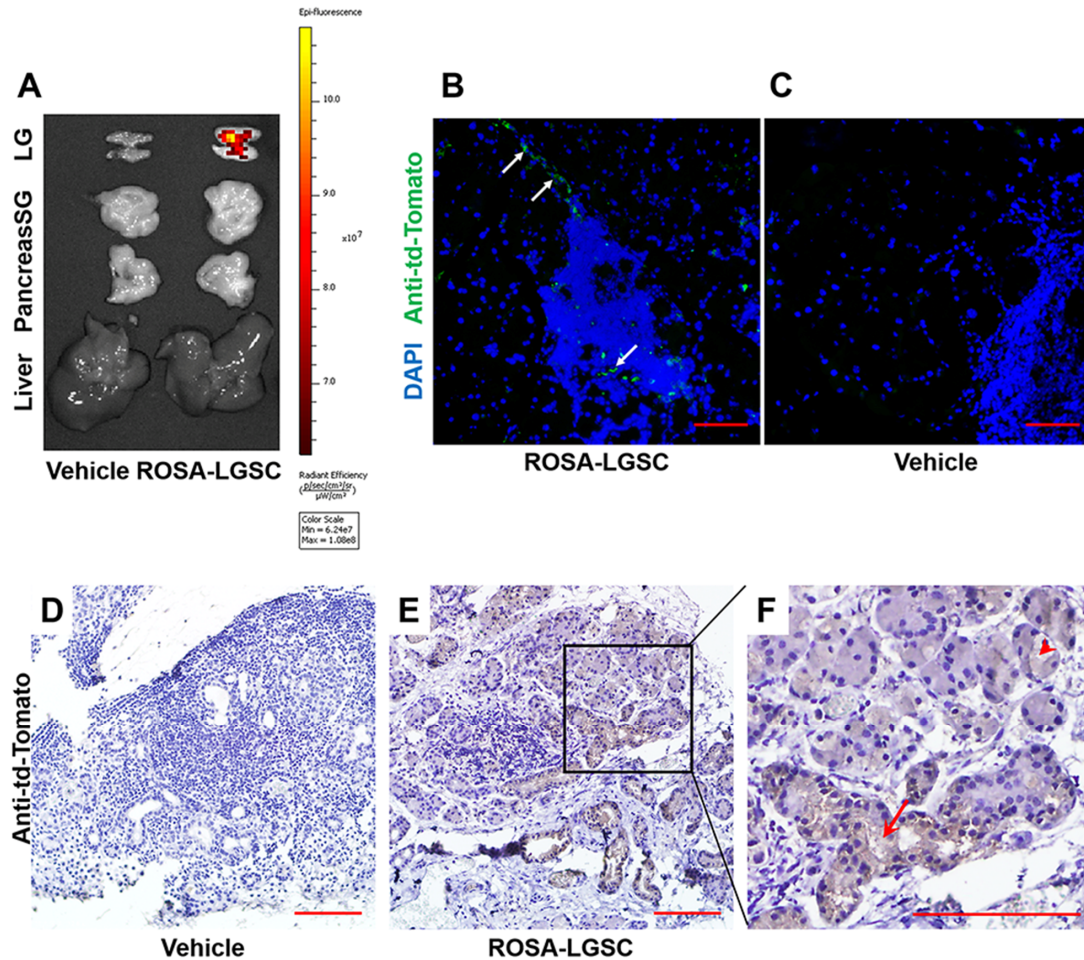

**Figure S4.** Engraftment of LGSC allotransplantation. A. The fluorescent images of NOD/ShiLtJ organs at 10 days post tail vein injection of ROSA-LGSCs. LG, lacrimal gland; SG, salivary gland. B, C. Immunofluorescent staining with anti-td-Tomato antibody of NOD/ShiLtJ LG tail vein injected with ROSA-LGSCs cultured for 7 days after 10 days. B. LG injected with ROSA-LGSCs (white arrow, green, exogenous cells). C. LG injected with vehicle; scale bar, 100  $\mu\text{m}$ . D–F. IHC staining with anti-td-Tomato antibody of NOD/ShiLtJ LG transplanted with ROSA-LGSCs cultured for 7 days after 8 weeks. D. LG injected with vehicle. E. LG injected with ROSA-LGSCs. F. the magnified image of the black frame in E (red arrow, intra-lobular duct; red arrowhead, acini); scale bar, 100  $\mu\text{m}$

# Supplementary material for: Establishment of long-term serum-free culture for lacrimal gland stem cells aiming at lacrimal gland repair
**Source:** Stem Cell Res Ther. 2020 Jan 8;11:20. doi: 10.1186/s13287-019-1541-1
**Supplement:** Supplementary file 9 — Figure S6. Isolation and characterization of NOD-LGSGs. A, B. The morphology of LGSCs and NOD-LGSCs in primary culture at day 7; scale bar, 400 μm. A. NOD-LGSCs; B. LGSCs. C. The sphere number per-field of NOD-LGSCs is significantly less than LGSCs. Scale bar, 400 μm; ***, P < 0.01; n = 5. D. Transcriptional expression of adult stem/progenitor cell markers of LGSCs and NOD-LGSCs. NC, negative control. E. Transcriptional expression of adult stem cell and differentiated markers of NOD-LGSCs cultured for 5, 7, 10, and 14 days. Secretory cell marker AQP5 and secretory protein gene of LG Ltf are significantly up-regulated. Adult stem cell marker Krt14 is significantly down-regulated. There is no significant change of ductal cell marker Krt19; ***, P < 0.01; ns, non-significance; n = 3. F. Immunofluorescent staining of NOD-LGCSs cultured for 5, 7, 10, and 14 days. As elongating culture time, cells expressing Krt14 (red) and Ki67 (red) are significantly decreased, and no cells expressing Krt19 (red) emerge, scale bar, 50 μm. Nuclear staining, DAPI (blue). G. The fluorescent images of NOD-LGSCs cultured for 7 days after being labeled with mCherry. BF, bright field

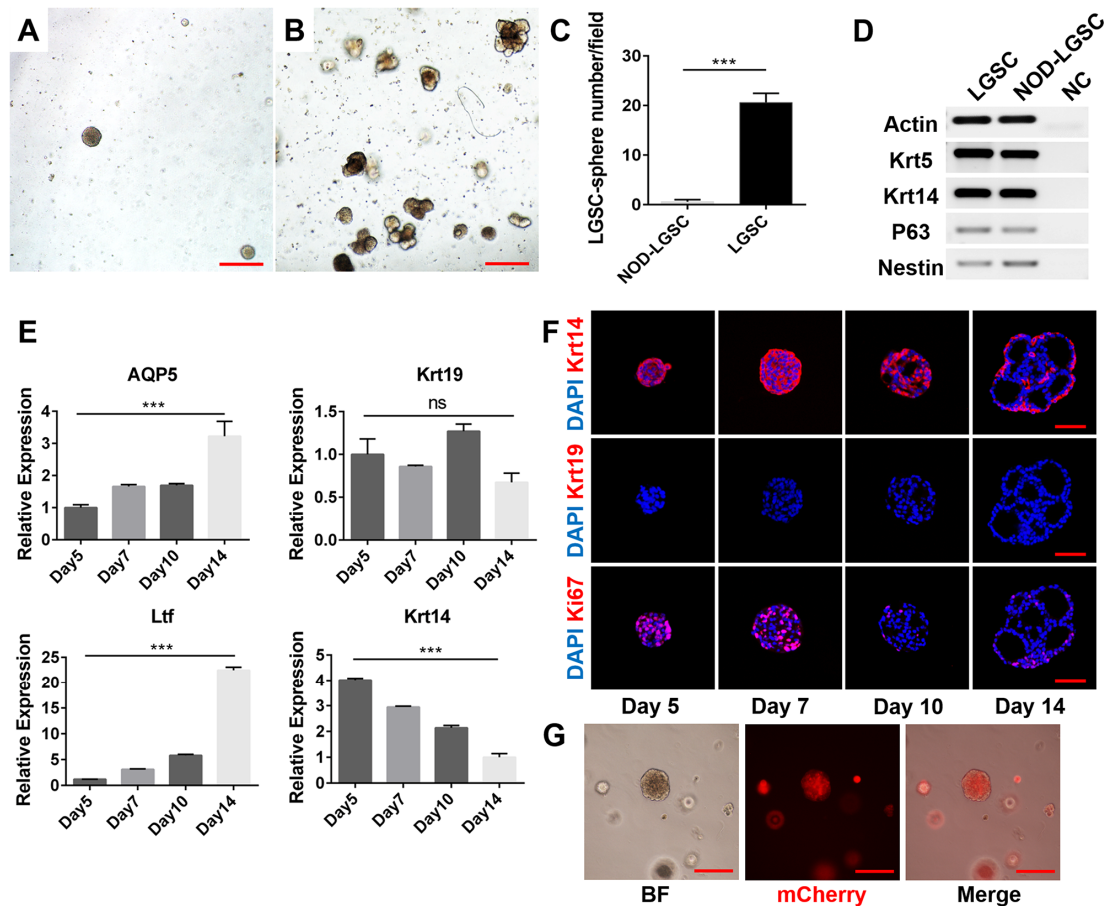

**Figure S6.** Isolation and characterization of NOD-LGSGs. A, B. The morphology of LGSCs and NOD-LGSCs in primary culture at day 7; scale bar, 400  $\mu$ m. A. NOD-LGSCs; B. LGSCs. C. The sphere number per-field of NOD-LGSCs is significantly less than LGSCs. Scale bar, 400  $\mu$ m; \*\*\*,  $P < 0.01$ ;  $n = 5$ . D. Transcriptional expression of adult stem/progenitor cell markers of LGSCs and NOD-LGSCs. NC, negative control. E. Transcriptional expression of adult stem cell and differentiated markers of NOD-LGSCs cultured for 5, 7, 10, and 14 days. Secretory cell marker AQP5 and secretory protein gene of LG Ltf are significantly up-regulated. Adult stem cell marker Krt14 is significantly down-regulated. There is no significant change of ductal cell marker Krt19; \*\*\*,  $P < 0.01$ ; ns, non-significance;  $n = 3$ . F. Immunofluorescent staining of NOD-LGSCs cultured for 5, 7, 10, and 14 days. As elongating culture time, cells expressing Krt14 (red) and Ki67 (red) are significantly decreased, and no cells expressing Krt19 (red) emerge, scale bar, 50  $\mu$ m. Nuclear staining, DAPI (blue). G. The fluorescent images of NOD-LGSCs cultured for 7 days after being labeled with mCherry. BF, bright field.

How the deposited data were processed for this re-analysis (not part of the article)

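RNA sequencing of mouse LGSC spheres and LG was analysed. Of the 24 samples listed for the study, 21 were used, and a day 5 LGSC replicate and libraries of passages 6 and 20 were not analysed here. The groups were passage 2 LGSC spheres at day 5 (2 libraries), day 7, day 10 and day 14 (3 each), adult LG, E17.5 LG and E19.5 LG (3 each), and 1 library of passage 10 LGSC spheres at day 7. Conditions and replicate numbers came from the sample labels and the paper.

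The authors generated libraries with the NEBNext Ultra kit, sequenced 150-bp paired-end reads, made basecalls with CASAVA, estimated abundances with featureCounts and tested differential expression with DESeq2. The authors deposited 1 table per library with a gene identifier and a value. The values were read as FPKM (fragments scaled to gene length and a library scale) deposited by the authors, from their size, their dependence on gene length and their steps. The paper's text does not name the step that made them, the aligner, the genome build or the annotation. Symbols and positions were taken from GENCODE M21, which held 52403 of the 52636 Ensembl identifiers of the 20 passage 2 and tissue libraries and none of their 11226 assembled loci. The passage 10 library listed 52747 genes, of which 52671 were in both lists, and it was made against another gene list, so it was compared by value only and entered no test.

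In a table of FPKM the low values of a gene are whole multiples of what 1 read is worth. The reads recovered by dividing by that step were whole, to within 0.01 and up to 1000 reads, for 92.6% to 93.6% of the genes of the 20 libraries and 93.4% in the passage 10 library. Recovered totals were 6434256 to 9256988 reads in the 20 libraries and 25172990 in the passage 10 library. At this depth a gene with 1 FPKM and a short transcript rests on few reads, so values under 0.5 FPKM are given per library without a test. The recovered total divided by the scale of the deposited values was 0.832 to 2.667. It was highest in adult LG replicates 1 and 2 (2.667 and 2.567), where the 10 most abundant genes took 60.4% and 59.6% of the reads. That of adult LG replicate 3 (1.103) lay within the range of the other libraries. Replicate 3 also differed from replicates 1 and 2 in markers of sex, while each embryonic library had markers of both sexes. The fits had no term for sex, so the comparisons with adult LG, and any list drawn from them, do not separate sex from age.

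The tests had been designed for counts, with a design for FPKM to be used if the tables held no counts, and the latter was followed. Tests used limma (lmFit and eBayes with trend, version 3.58.1, R 4.3.3) on log2(FPKM + 1) over genes with a mean of at least 0.5 FPKM in the libraries of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. A log2 fold change on this scale understates the change of genes with low FPKM. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and the Reactome lists came from fgsea 1.28.0. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The comparisons were day 14 against day 7, a slope over culture days, E17.5 and E19.5 LG against adult LG with all 9 tissue libraries in one fit, E19.5 against E17.5 LG in that fit, and LGSC day 7 against adult LG. The alternatives were another pseudocount (0.1), no filter, at least 10 recovered reads in every library, the replicate number as a block, limma-voom on recovered reads with and without the block, scaling to recovered reads, other sets of libraries in a fit, Reactome lists, an estimated inter-gene correlation with and without the block, each replicate left out in turn and, for the culture lists, each replicate pair left out. For the slope, log2 of the culture day in place of the day was a further alternative. The alternatives that rest on DESeq2 or on its size factors were not run. Count tests were kept for tables of counts, and the reads recovered here, which rest on gene lengths from GENCODE M21, were tested with limma-voom instead, so the paper's own test was not repeated.

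Every gene the paper names was reported, with gene list members past the threshold, mostly in summary, and for E17.5 and E19.5 LG against adult LG and for the slope the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 FPKM (where the rule had named CPM) and groups that do not overlap. The slope has no such groups and was ranked without that condition. Between day 7 and day 14 no gene met the rule. The largest changes between E19.5 and E17.5 LG and between LGSC day 7 and adult LG are not listed.

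The fits were tested on simulated data drawn from the real means and library scales, with 200 genes changed by a log2 value of 2. Within a fit all genes had the same spread between replicates, and libraries were drawn independently, without a replicate effect. Real genes differ in spread, so the shares called can be higher than in the real fits. Between day 7 and day 14, 188 of 200 changed genes were called (94.0%) over 12084 genes, with 9.13% of calls false. The slope called 185 of 199 (93.0%) over 12002 genes with 5.03% false, the fit of E17.5 against adult LG called 183 of 200 (91.5%) over 14611 genes with 8.45% false, and the fit of LGSC day 7 against adult LG called 178 of 200 (89.0%) over 13662 genes with 13.6% false. The share of false calls was above the nominal 5% in all of these fits, so calls near the threshold are less certain than their adjusted p-values give.

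The pairing by replicate number comes from the sample labels and was checked by the correlation of deviations from the group means. Day 7 and day 14 libraries with the same number correlated at 0.37 on average, and the 4 culture days at 0.46, so culture results are given with and without the replicate block. Whether same-numbered libraries came from one culture is not stated in the paper's text. Markers of sex and Wnt3a, given at the end, went with the replicate number at every culture day. This argues for a shared source of same-numbered LGSC libraries.

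No sequence reads were used, genes were not counted again, and the qRT-PCR and immunofluorescence results have no values here.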

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

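The tests of explanations in this part were chosen only after the results were seen.

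Many of the well-expressed genes of the passage 10 library were low in the passage 2 libraries, a signal in a library the paper's RNA-sequence figures do not report. Of 5333 genes in both gene lists with at least 10 FPKM at passage 10, 2696 (50.6%) had a mean under 0.1 of that value in the passage 2 day 7 libraries, and 577 of these were listed at 0 in all 20 passage 2 and tissue libraries. In the other direction 51 of 3271 genes (1.56%) were low. The passage 10 library is a single library, so the difference has no replicate check. Lower depth does not account for it, since 847 reads were expected at the median and only 0.149% of the low genes had fewer than 10 reads expected. A difference between passages would leave genes that every cell uses alone, but 15 of 40 such genes were low, and 2539 of the low genes (94.2%) were also low in each of the 3 tissue groups. Overlap with other annotated genes was somewhat more common among the low genes, but 64.6% of them, against 70.0% of the others, overlapped no other gene, so overlap does not account for most of them. Shared sequence was alike, since 76% of the low genes and 73.1% of the others shared under 0.1 of their 31-base words with other genes. Length and GC content separated the 2 sets little, with a chance of 0.59 that a low gene was longer and of 0.529 that its GC content was higher. A candidate explanation is that the 20 libraries were counted against a gene list that includes assembled loci, with reads of known genes counted elsewhere or lost. The assembled loci held 2.06% to 3.81% of the FPKM of a library, and the tables have 0 columns beside identifier and FPKM, so the position of a locus is not known and the pattern cannot be told apart from this explanation. Mki67, Erbb3, Rock1 and Epcam are among the 577 genes, so a value of 0 in these tables is not evidence of no expression.

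Interferon-response markers rose from day 7 to day 14, with a median log2 fold change of 1.11 and all 7 tested genes higher (adjusted p = 0.00600 in the family of 6 lists, and 2.6e-04 with the replicate block, r = 0.37), in genes the paper does not discuss. The level of the list rose in all 3 same-numbered pairs, by 0.36, 1.16 and 1.39 log2 units. Without replicate 3 of day 14 the median was 0.42 and the list no longer passed (adjusted p = 0.142), but that fit keeps the paired day 7 library, the highest of its day. With both libraries of replicate 3 left out the median was 0.79 and the list passed with and without the replicate block (adjusted p = 0.00371 and 0.00522), as it did with either other pair left out. With the correlation between its genes estimated the adjusted p-value was 0.328, and 0.243 with the replicate block. Over 23 alternatives it passed in 20, with medians of 0.42 to 1.79 and adjusted p-values of 3.1e-06 to 0.328. Scaling to recovered reads left it at 1.18. The level of the list was 1.26 and 1.54 log2 units in the day 5 libraries, 1.52, 1.19 and 2.15 at day 7, 2.83, 1.52 and 1.92 at day 10 and 1.88, 2.35 and 3.54 at day 14. Other splits of the 6 libraries that part the same-numbered pairs gave a result as large in 1 of 4 cases, the real split. Of all 10 splits 2 did, and the other one, which parts fewer same-numbered pairs, gave a stronger result than the real split. A single pair of libraries does not account for the rise, but genes that vary together are not excluded, so it cannot be told apart from them, and culture time, the design's biological explanation, is a hypothesis from the same data.

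The stages E17.5 and E19.5 differed in 323 genes of 18578 when the difference between them was tested directly (207 higher and 116 lower at E19.5), with 2841 genes at an unadjusted p-value under 0.05, and values did not overlap for 6523 genes (35.1%), against 10% by chance. The real split of the 6 embryonic libraries alone gave as many genes among the 4 splits that part the same-numbered pairs. It alone did so among all 10 splits too, where the highest other gave 2 genes. Same-numbered tissue libraries did not deviate together (r = −0.01), so all 10 splits can be used, but 1 of 10 is the smallest share they allow. Scaled to recovered reads, 186 genes passed, 92 higher and 94 lower. In a fit of the 6 embryonic libraries alone, 2144 genes passed (1335 higher and 809 lower), among them all 323, so the spread of the adult libraries in the shared estimate lowers the count and does not produce it. Over 17 alternatives the count ranged from 50 to 2144. The stages differ in embryonic day, which is the design's biological explanation, and a difference in dissection or pooling of embryos was not tested.

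The Wnt pathway list was lower at E19.5 than at E17.5 by a median of −0.10 (adjusted p = 0.0271 in the family of 4 lists, with 26 of 37 genes lower). The fall is not special to this list, as the ErbB pathway list fell as much, by a median of −0.11 with 37 of 54 genes lower (adjusted p = 0.0525, and under 0.05 in 5 of 18 alternatives, from 0.0381 to 0.232). Splits of the embryonic libraries that part the same-numbered pairs gave a result as large in 1 of 4 cases, the real split. Of all 10 splits 2 did, and the other one, which parts fewer pairs, gave a stronger result. For the ErbB pathway list the real split alone did, 1 of 4. Over genes with at least 10 recovered reads the list passed (adjusted p = 0.00999), so genes with few reads do not carry it, while with the correlation between genes estimated the adjusted p-value was 0.232. Scaled to recovered reads the median went to −0.19, and the distance of the list from the median of all genes was −0.16 in place of −0.13. A shift of all genes from the library scale thus does not account for the size of the fall. The adjusted p-value under that scaling was 0.0625, so the call of the list depends on the library scale. The adjusted p-value was under 0.05 in 10 of 18 alternatives, over a range of 0.00999 to 0.232 and medians of −0.19 to −0.05. Genes that vary together could account for it.

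Lgr5 fell from E17.5 to E19.5 by 1.06 log2 units on the tested difference, a value of −1.06 (adjusted p = 0.0255), with 2.70, 2.76 and 1.56 FPKM at E17.5 and 0.691, 0.520 and 0.522 at E19.5, and it was the only gene to pass of the 5 tested in the ErbB ligand list and the 3 tested in the Wnt target list. It is singled out from those lists after their values were seen. It passed scaled to recovered reads (adjusted p = 0.0320) and in the fit of the 6 embryonic libraries alone (adjusted p = 0.0162). Over 16 alternatives it passed in 7, with log2 differences of −1.99 to −0.97 and adjusted p-values of 0.0126 to 0.127, and it was lower at E19.5 in all of them. All 3 E19.5 libraries were below all 3 E17.5 libraries. Reads shared with other genes and a difference in dissection were not tested, so a change with embryonic day is a hypothesis from the same data.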

How the results depend on the processing

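Of the alternatives, the pseudocount, the absence of a filter, the replicate block, the sets of libraries, the estimated inter-gene correlation, the Reactome lists and the leaving out of each replicate were set before the data were examined. So was the use of log2 of the culture day for the slope. The others were chosen after seeing the data, as were all alternatives of the comparison of E19.5 with E17.5 LG, the 4-day fit with the block, and the pseudocount of 0.1 for the slope and for Krt14 and Krt5. The filter on 10 reads had been set for counts, and its use on recovered reads was chosen after seeing the data. The tests of splits below were also chosen only after the results were seen.

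Between day 7 and day 14, 13 of 15 alternatives called 0 genes, with 865 to 2206 genes at an unadjusted p-value under 0.05. Limma-voom on recovered reads with the replicate block called 119 genes, 118 of them over a log2 fold change of 1, with 20 genes of Fig. 2a, 7 of Fig. 2b and 60 of Table S4. All 4 days in one fit with the replicate block called 23 genes, all over a log2 fold change of 1, with 4 genes of Fig. 2a, 2 of Fig. 2b and 12 of Table S4. The cause was not tested. Leaving out a replicate called 0 genes in each of the 6 fits. Simulated genes with a log2 change of 2 were called in 94.0% of cases at this size. The simulation gave all genes the same spread and had no replicate effect. It therefore cannot tell whether the number of libraries explains the low count. As every split calls 0 genes, 4 of 4 splits of the 6 libraries that part the same-numbered pairs gave as many, for all genes, genes over a log2 fold change of 1, and the Fig. 2a, Fig. 2b and Table S4 genes. The 1557 genes at an unadjusted p-value under 0.05 were reached by 1 of the 4, the real split, and the highest other of all 10 gave 1437.

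Without the replicate block, the 334 genes with a slope over culture days depend on the libraries used. No slope fit with the block left out a day or a library. The count was 82 with no filter (over 36168 in place of 15584 genes), 783 with the replicate block, 1186 with limma-voom and the block, 0 over days 7, 10 and 14 only, and from 11 to 384 across the 11 fits that each left out one replicate, lowest without day 5 replicate 1. The cause was not tested. Scaled to recovered reads it was 268 (112 rising, 156 falling, or 41.8% rising against 30.2%). Of 100 drawn orders of the days within replicates, 1, the real one, gave as many genes, and the highest other gave 5.

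The S phase list (adjusted p = 0.128), the G2/M list (0.128), the adult-gland list (0.128) and the interferon-response list (0.328) no longer passed with the correlation between genes estimated, with unchanged medians of −0.64, −0.47, 0.74 and 1.11. With the replicate block as well all 4 were at 0.243. Over the alternatives their adjusted p-values ranged upward from 1.5e-14, 1.9e-12, 4.7e-11 and 3.1e-06. They passed in all 21 other alternatives each, among them each replicate pair left out with and without the block, except the interferon-response list without day 14 replicate 3 (0.42, range 0.42 to 1.48 across the 6 fits that each left out one replicate). Across these fits the leukocyte list ranged from −0.20 to 0.29 and the epithelial list from −0.15 to 0.22, with changed direction at −0.20 and −0.05 and at −0.12 and −0.15, and with replicate pair 1 left out, with and without the replicate block, both changed to −0.02. Neither passed. At 10 recovered reads in every library the leukocyte list had too few genes to test. Among the 4 splits that part same-numbered pairs, as strong a result came from 1 for the S phase, G2/M, adult-gland and interferon-response lists, 3 for the leukocyte list and 4 for the epithelial list.

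In the tissues, scaling to recovered reads moved the median log2 fold change of all genes from 0.12 to 0.64 at E17.5 and from 0.15 to 0.58 at E19.5, so a gene's value under that scaling is to be read against those medians. The 4.52 and 3.88 of Fgf10 exceed them by far. The ErbB pathway list (1.10 and 0.81) lies above them too, but did not pass (adjusted p = 0.258 and 0.488). On the authors' scale that list was above the median of all genes at E17.5 (0.19 against 0.12) and below it at E19.5 (0.09 against 0.15). These medians are over 17405 genes, and over all 18578 genes those on the authors' scale were 0.05 and 0.09. Genes with at least 10 recovered reads in every library gave 4253 and 4324 calls in place of 10039 and 10077, over 7449 in place of 18578 genes. The share called was 57.1% and 58.0% against 54.0% and 54.2%, but this filter depends on the change itself. With each replicate left out the calls stayed between 8388 and 11701. For the tissue comparisons same-numbered libraries are different animals with a correlation of −0.01 and −0.06 (0.01 for LGSC day 7 and adult LG), and the replicate block gave 9490 and 9526 calls and adjusted p-values of 0.00128 and 0.00247 for Fgf10, 0.00524 for Krt14 and 0.131 for Krt5. With adult LG, 1 of 4 splits, the real one, gave as many genes at E17.5 and 1 of 4 at E19.5. Of all 10 splits the real one alone did at each stage, and the highest other called 1 gene.

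The Wnt pathway list (1.11 and 1.01) lost its call at 10 recovered reads (0.33 with adjusted p = 0.20, and 0.07 with 0.354), where the filter removes 13 genes with medians of 1.76 and 1.65 and so depends on the change itself and is no evidence against the list. It also lost its call scaled to recovered reads (1.86 with 0.0684, and 1.67 with 0.0960) and with the correlation estimated (0.396 at both), over ranges of 0.00318 to 0.396 and 0.00764 to 0.396. The list of Reactome lost it at E19.5 (0.27 with 0.0529) and kept it at E17.5 (0.26 with 0.0443). The ErbB pathway list gained a call only with Reactome's EGFR list at E17.5 (0.27 with 0.0443). The ErbB ligand list at E17.5 changed direction at 10 recovered reads (0.02), which removed 1 gene at −1.38, scaled to recovered reads (0.69, against a median of all genes of 0.64) and without adult LG replicate 1 (0.08, range −0.24 to 0.08). Apart from the shift of all genes and the genes removed, the cause was not tested. As large a result came from 1 of 4 splits for the Wnt pathway list at E17.5 and at E19.5, 2 of 4 and 4 of 4 for the ErbB pathway list, 2 of 4 and 1 of 4 for the ErbB ligand list and 1 of 4 and 2 of 4 for the Wnt target list. Of all 10 splits, 1 did at each stage for the Wnt pathway list and 3 and 8 for the ErbB pathway list. For the ErbB ligand list 3 and 2 did, and for the Wnt target list 1 and 3.

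Between E19.5 and E17.5 LG the 323 genes became 100 with the replicate block, 162 with log2(FPKM + 0.1), 123 at 10 recovered reads (1.65% of the 7449 genes left, against 1.74%), 175 with limma-voom, 138 with limma-voom and the block, 186 scaled to recovered reads, 2144 with only the 2 groups compared, and 50 to 1736 across the 9 fits that each left out one replicate. The Wnt pathway list no longer passed with the correlation estimated (−0.10), scaled to recovered reads (−0.19), with only the 2 groups compared (−0.10) and in 5 of the 9 fits that each left out one replicate (−0.16 to −0.05). The ErbB pathway list (−0.11, adjusted p = 0.0525) passed at 10 recovered reads (−0.08, adjusted p = 0.0387), with limma-voom (−0.14, 0.0451), with limma-voom and the replicate block (−0.14, 0.0442), without adult LG replicate 3 (−0.11, 0.0381) and without E19.5 LG replicate 1 (−0.12, 0.0463), and ranged from −0.12 to −0.09 across the 9 fits.

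Of the named genes between day 7 and day 14, 278 other values were the same and 31 stronger, and with replicates left out 207 were the same. For slopes 296 were the same, 6 stronger and 57 weaker, and with replicates left out 314 were the same, 1 stronger and 135 weaker. For embryonic against adult LG 280 were the same, 2 stronger and 7 weaker, and with replicates left out 336 were the same, 1 stronger and 19 weaker. Rnf43 changed sign when scaled to recovered reads (0.02 at E17.5 and 0.15 at E19.5), with the shift of all genes, and stayed below their medians of 0.64 and 0.58. Btc changed direction at E17.5 without E17.5 LG replicate 3 (range −0.05 to 0.26) and Tgfa at E19.5 without adult LG replicate 1 (range −0.07 to 0.44), and neither passed in those fits, for which the cause was not tested. The alternatives that rest on DESeq2 and its size factors were not run.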

Differences from the paper's values

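The paper's Table S4 holds 110 genes over its thresholds between day 7 and day 14, and 0 genes passed the same thresholds here (1557 genes at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined that were run closed this gap, all giving 0, with 865 to 2206 genes at an unadjusted p-value under 0.05. Limma-voom on recovered reads with the replicate block, chosen after seeing the values, gave 118, and all 4 days in one fit with the replicate block, also chosen after seeing the values, gave 23. The paper's own test, DESeq2 on counts, was not repeated on the recovered reads, so how much of the gap comes from the test is not known.

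For 104 genes of Table S4 the log2 fold change of day 14 over day 7 could be compared, and it differed from the paper's by more than the replicate SD for 48, all with the paper's sign. Values here are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. With log2(FPKM + 0.1) 13 of the 104 differed, and with limma-voom on recovered reads and the replicate block 0 did. The gaps thus go largely with the scale. Of the alternatives set before the data were examined, log2(FPKM + 0.1) closed 35 of the 48 gaps, the absence of a filter, the replicate block and all 4 days in one fit closed 0, and leaving out day 7 replicates 1, 2 and 3 and day 14 replicates 1, 2 and 3 closed 11, 0, 6, 6, 13 and 6. Among alternatives chosen after seeing the values, limma-voom on recovered reads closed 46, limma-voom with the replicate block 48, scaling to recovered reads 2, and the filter on 10 recovered reads and the 4-day fit with the block 0.

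None of the alternatives set before the data were examined closed the gap for these genes, where the log2 fold change of Cdk1 was −0.82 against the paper's −1.98, Plekha4 was 0.61 against the paper's 1.44, Zfr2 was 0.62 against the paper's 1.61, 9930111J21Rik2 was 0.69 against the paper's 2.08, Syt3 was 0.96 against the paper's 2.13 and Cd69 was 1.13 against the paper's 2.68. Likewise, Tmprss6 was 1.09 against the paper's 3.17, Rimklb was 0.87 against the paper's 3.37, Col11a1 was 1.11 against the paper's 3.58, Clca3b was 0.95 against the paper's 4.57, Ltf was 1.54 against the paper's 4.83 and Cpxm2 was 0.92 against the paper's 5.05. The same held where Naip1 was 0.89 against the paper's 5.23. With the gap closed by log2(FPKM + 0.1) alone among those alternatives, that of Cd109 was −1.23 against the paper's −2.13, Mybl2 was −0.70 against the paper's −1.81, Usp1 was −1.01 against the paper's −1.68, Brip1 was −0.83 against the paper's −1.45, Usp53 was 0.59 against the paper's 1.39 and Ecm1 was 1.16 against the paper's 1.51. So it was where Ebf4 was 0.96 against the paper's 1.93, Prr5l was 1.10 against the paper's 2.59, Sp5 was 1.81 against the paper's 3.18, Apbb1ip was 1.26 against the paper's 3.35, Cybb was 1.21 against the paper's 3.53 and Pigr was 1.64 against the paper's 3.61. This was also the case where Cyp26a1 was 1.43 against the paper's 3.80. With log2(FPKM + 0.1) and also without day 14 replicate 2 closing the gap, the value of Kif14 was −0.96 against the paper's −1.53, Dmrta1 was 1.28 against the paper's 2.32, Cxcr4 was 1.38 against the paper's 2.50, Lce1h was 2.33 against the paper's 3.16 and Pamr1 was 1.38 against the paper's 3.24. The gap was closed by log2(FPKM + 0.1) and without day 14 replicate 1 where Phf11d was 1.09 against the paper's 2.18, Unc13a was 1.24 against the paper's 2.24 and H2-Ab1 was 2.36 against the paper's 5.27. Under log2(FPKM + 0.1) and without day 7 replicate 1, without day 7 replicate 3, without day 14 replicate 2 or without day 14 replicate 3 the gap closed where Hist1h3c was −1.74 against the paper's −2.19, Orc1 was −1.12 against the paper's −1.69 and Aspm was −1.12 against the paper's −1.58. Both log2(FPKM + 0.1) and fits without day 14 replicate 3 closed the gap where Msx3 was −1.13 against the paper's −1.76 and Traip was −0.84 against the paper's −1.08. For log2(FPKM + 0.1) as well as without day 7 replicate 1 or without day 14 replicate 1, the gap closed where Muc20 was 1.89 against the paper's 3.29 and Alpl was 2.14 against the paper's 3.55. With log2(FPKM + 0.1) and also without day 7 replicate 1 or without day 14 replicate 2 closing the gap, the value of Ticrr was −1.15 against the paper's −1.73 and Kcnj2 was 1.39 against the paper's 2.23. The gap was closed by log2(FPKM + 0.1) and without day 7 replicate 1, without day 7 replicate 3 or without day 14 replicate 2 where Pif1 was −1.42 against the paper's −1.99 and Fanci was −0.93 against the paper's −1.37. Under log2(FPKM + 0.1) and without day 7 replicate 1 the gap closed where Gfra2 was −1.59 against the paper's −2.42. Both log2(FPKM + 0.1) and fits without day 7 replicate 1, without day 14 replicate 1 or without day 14 replicate 2 closed the gap where Nptx2 was 1.82 against the paper's 3.26. For log2(FPKM + 0.1) as well as without day 7 replicate 3 or without day 14 replicate 3, the gap closed where Cenpa was −0.92 against the paper's −1.31.

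The paper's heatmaps show the Fig. 2a and Fig. 2b genes as falling and rising. The values here also do, but they come from the libraries on which Table S4, which holds all these genes, was made. Between day 7 and day 14, 0 of these genes passed here, with all 25 Fig. 2a genes and 10 of the 11 tested Fig. 2b genes at an unadjusted p-value under 0.05. Limma-voom on recovered reads with the replicate block called 20 and 7 of them, and all 4 days in one fit with the replicate block 4 and 2, both chosen after seeing the values. The paper's text has EGFR/ErbB signalling active in embryonic LG, and the ErbB pathway list here had an adjusted p-value of 0.583 at E17.5 and 0.816 at E19.5 against adult LG. Only 54 of its 83 genes were tested. The receptor genes Egfr and Erbb2 were under the filter and Erbb3 was listed at 0 in all 20 libraries. The lack of a call is therefore weak evidence against the paper's statement. Reactome's EGFR list, set before the data were examined, passed at E17.5 (0.27 with adjusted p = 0.0443) and not at E19.5 (0.37 with adjusted p = 0.0529). Over all 19 alternatives the adjusted p-value of the list lay between 0.0443 and 0.721 at E17.5 and between 0.0529 and 0.987 at E19.5. The paper names no comparison group for this statement.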

Other observations

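In this part the adult-gland list and the fibroblast and leukocyte marker lists were set before their results were seen, and the other tests were chosen only after the result was seen.

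The genes that distinguish adult LG from E17.5 LG were higher at day 14 than at day 7, but not in a steady rise over culture. Of the 200 genes with the largest fall at E17.5, 35 were tested in the LGSC libraries, and their median log2 fold change from day 7 to day 14 was 0.74 with 31 of 35 higher (adjusted p = 6.3e-06, and 2.0e-07 with the replicate block, r = 0.37). Their mean level in log2 units was 1.31, 1.67, 1.74 and 1.94 in replicate 1 at days 5, 7, 10 and 14, 1.95, 1.37, 1.66 and 1.94 in replicate 2, and 1.30, 2.41 and 2.89 in replicate 3 at days 7, 10 and 14, so replicate 2 at day 5 stood as high as at day 14. Only 5 of the 35 had an unadjusted p-value under 0.05, 2 are in Table S4, 0 in Fig. 2b and 0 in the interferon-response list. The level rose in all 3 same-numbered pairs from day 7 to day 14, by 0.27, 0.57 and 1.59, and the list passed with any one pair left out. With the correlation between genes estimated the adjusted p-value was 0.128, and 0.243 with the block, and over 23 alternatives it ranged from 4.7e-11 to 0.243 with medians of 0.09 to 1.40, so genes that vary together cannot be told apart from a move of the cultures toward adult gland expression. The difference between day 7 and day 14 is in line with that hypothesis only at the preset correlation, and the level at day 5 of replicate 2 goes against it.

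Fibroblast or leukocyte cells in the day 14 cultures are another candidate source of genes higher at day 14. The leukocyte list did not pass (adjusted p = 0.509, median 0.11 over 5 genes, and 0.422 with the replicate block, r = 0.37), nor did it in any of 22 alternatives (0.147 to 0.995). The epithelial list did not pass either (adjusted p = 0.907, and 0.949 with the block). The fibroblast list had too few genes over the filter. Without the filter 10 fibroblast genes were tested, all 10 higher at a median of 0.08, with an adjusted p-value of 0.0594. Fibroblast cells are therefore not excluded, but day 14 libraries had at most 0.825 FPKM of Col1a1, against 48.5 ± 8.43 FPKM (SD, n = 3) in adult LG, and 0, 0.0123 and 0 FPKM of Ptprc, against 5.27 ± 1.41 in adult LG.

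Krt14 and Krt5 are reported by the paper as highly expressed in LGSC spheres of different passages. At day 7 of passage 2, Krt14 had 11.3 ± 5.86 FPKM (SD, n = 3) and adult LG had 0.236, 0.538 and 0.597, a log2 fold change of 2.98 (standard error 0.36, adjusted p = 0.00165), which ranged from 2.62 to 4.30 over the alternatives. Krt5 had 0.395, 2.16 and 0.510 FPKM at day 7 and 0, 0 and 0.180 in adult LG, a log2 fold change of 0.83 (standard error 0.34, adjusted p = 0.101), which passed with limma-voom on recovered reads and the replicate block, chosen after seeing the data (2.77, adjusted p = 0.0391, over a range of 0.0391 to 0.218). In the passage 10 library Krt14 had 7070 FPKM, Krt5 4930, Trp63 42.9 and Nes 3.46. Trp63 and Nes were under the filter in passage 2. Whether the difference between passages is one of the cultures or of the tables was not settled, as the low genes of the passage 2 tables show.

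In the passage 10 library against the passage 2 day 7 libraries, the G2/M list (54 genes, heatmap genes included) had a median log2 ratio of 2.56, above 97.1% of 10000 random lists matched on expression, and the 7 tested Fig. 2b genes had 2.75, above 99.0%. The S phase list was at 0.36 (37.1%), the Fig. 2a genes at −0.69 (9.3%), the adult-gland genes at −0.57 (7.2%) and the interferon-response genes at 0.50 (81.6%). These describe 1 library, and no explanation was tested.

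Markers of sex differed between libraries with different replicate numbers. Replicate 1 of each LGSC day had 0.0121 to 0.0252 FPKM of Xist and 1.47 to 2.50 FPKM of Eif2s3y, while replicates 2 and 3 had 70.4 to 104 FPKM of Xist and Eif2s3y and Ddx3y were listed at 0. Adult LG replicates 1 and 2 had 0.116 and 0.0704 FPKM of Xist and replicate 3 had 74.4, with Eif2s3y at 1.30, 1.59 and 0. Each embryonic library had both, with 35.3 to 77.2 FPKM of Xist and 0.154 to 0.467 of Eif2s3y. The passage 10 library had 0.0258 FPKM of Xist and 20.8 of Eif2s3y. No test was made on these. Wnt3a, which the paper names, had 6.09, 6.95, 3.10 and 3.26 FPKM in replicate 2 at days 5, 7, 10 and 14, while replicate 1 had 0.0426 FPKM at day 5 and was listed at 0 at the other days, and replicate 3 was listed at 0 at days 7, 10 and 14.

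The slope over culture days was largest upward for AA467197 (0.529 log2 units per day, adjusted p = 0.0110, and 0.545 with adjusted p = 0.00160 with the replicate block, r = 0.46; 17 of 20 alternatives under 0.05, from 1.8e-04 to 0.170), whose means rose from 4.14 FPKM at day 5 to 99.4 at day 14. It was largest downward for Prl2c3 (−0.327, adjusted p = 0.0419, and −0.348 with adjusted p = 0.00209 with the block; 9 of 20 alternatives under 0.05, from 1.8e-04 to 0.227), whose means fell from 184 FPKM to 22.7. The other largest were BC037156 (0.414), Trav13-2 (0.347), an assembled locus (0.334) and Csf2 (0.296) upward and Cdc20, Plk1, Fam83d and Ccnb1 downward, of which Csf2, Cdc20, Plk1, Fam83d and Ccnb1 are in the paper's heatmaps.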
